# Intrauterine administration of peripheral blood mononuclear cells helps manage recurrent implantation failure by normalizing dysregulated gene expression including estrogen-responsive genes in mice

**DOI:** 10.1186/s12964-024-01904-3

**Published:** 2024-12-05

**Authors:** Yoshimi Kitawaki, Akihito Horie, Asami Ikeda, Shimpei Shitanaka, Akihiro Yanai, Tsutomu Ohara, Baku Nakakita, Yusuke Sagae, Asuka Okunomiya, Hirohiko Tani, Masaki Mandai

**Keywords:** Peripheral blood mononuclear cell, Intrauterine PBMC therapy, Recurrent implantation failure, Human chorionic gonadotropin, Embryo implantation, RNA-sequencing, Estrogen signaling

## Abstract

**Background:**

Intrauterine peripheral blood mononuclear cell (PBMC) therapy for recurrent implantation failure (RIF) has been reported to improve embryo implantation by acting on the endometrium. However, the exact mode of action of PBMC on the endometrium of patients with RIF remains unclear. In addition, the differences in the therapeutic effects of PBMC therapy with and without human chorionic gonadotropin (hCG) are unknown. Therefore, in this study, we investigated the changes in the endometrium during the implantation phase induced by PBMC administration and the differences in the efficacy of this therapy with and without hCG using a mouse model of implantation failure (IF).

**Methods:**

IF model was established by the subcutaneous administration of low-dose RU486. Pregnant mice were randomly divided into five groups: control, IF, culture medium, PBMC, and PBMC-hCG (the latter three groups were IF model mice with intrauterine administration). The pregnancy rate and the number and size of implantation sites were recorded during early pregnancy (day 7.5). Uteri from the preimplantation phase (evening of day 3.5) were collected and analyzed using RNA-sequencing (RNA-seq).

**Results:**

The pregnancy rate, the number of implantation sites, and the number of normal-sized implantation sites were significantly decreased in the IF model and were improved in the medium, PBMC, and PBMC-hCG groups. RNA-seq data showed that PBMC treatment normalized the expression of the majority of dysregulated genes in the endometrium during the preimplantation phase in the IF model, especially the overexpression of estrogen-activated genes. In addition, PBMC treatment increased the expression of local glucocorticoid receptors and suppressed the expression of inflammation-related genes, whereas no significant changes in blood estradiol and glucocorticoid levels were observed. These changes were more pronounced in the PBMC-hCG group and were consistent with the pregnancy outcomes.

**Conclusions:**

Intrauterine administration of PBMC before embryo implantation promoted embryo implantation in the IF mouse model, and hCG enhanced pregnancy outcomes. PBMC modulated steroid receptor expression and suppressed inflammation and excessive estrogen action.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-024-01904-3.

## Background

Despite the developments in in vitro fertilization (IVF) techniques, several individuals still face issues with conception. Recurrent implantation failure (RIF) is defined as the successive failure to achieve clinical pregnancy after three or more transfers of morphologically favorable embryos [1]. The causes of RIF are diverse, including factors related to embryo such as aneuploidy; gametogenic factors such as sperm and egg quality; uterine factors such as anatomic lesions or chronic endometritis; and abnormal immune tolerance [2, 3]. Although various treatments for RIF are available, targeting immune cell or endometrial functional abnormalities in RIF remains unexplored.

Various studies have shown that immune cells and hormonal control of the endometrial environment are crucial for embryo implantation [4, 5]. Several therapies targeting the immune system have been employed to treat RIF, and we developed an autologous intrauterine peripheral blood mononuclear cell (PBMC) therapy [6] and have performed it to date. In a preliminary study, PBMCs promoted the invasion and spread of BeWo cells and mouse blastocysts, which was enhanced by human chorionic gonadotropin (hCG). hCG promotes IL-8 production by PBMCs, and IL-8 promotes embryo invasion [7, 8]. Based on these findings, treatment protocols using PBMCs cultured with hCG have been performed as follows: PBMCs isolated from patients were cultured with hCG and administered into the uterus prior to embryo transfer. Randomized controlled studies and meta-analyses have already shown that PBMC therapy improves implantation and live birth rates in patients with RIF [9–12].

RU486 (mifepristone), an antagonist of progesterone and glucocorticoid receptors (GRs), induces ultrastructural changes in the endometrium [13]. In mice, a single dose of RU486 administered before embryo implantation alters endometrial morphology and inhibits pregnancy [14]. Intrauterine administration of PBMCs improves pregnancy outcomes in RU486-treated mice [15], and hence, this agent has been used in basic studies on PBMC therapy. Chen et al. and Rezaee et al. reported that PBMC administration improves gene expression profiles and embryo attachment rate to the endometrium in mouse models, respectively, suggesting that PBMCs positively affect endometrial function [16, 17]. A study using human endometrial epithelial cells also suggested that PBMCs affect the endometrium and promote embryo attachment [18]. However, the mechanisms explaining the influence of PBMC therapy on the endometrium remain unexplained. Moreover, the contribution of hCG treatment of PBMCs to the efficacy of this therapy remains unclear.

Herein, we aimed to investigate (i) the mechanism by which PBMC intrauterine administration improves endometrial abnormalities and (ii) the effect of hCG supplementation on therapeutic efficacy in vivo. We compared the pregnancy outcomes of PBMC intrauterine administration with or without hCG in a mouse model of implantation failure that was induced by RU486 and analyzed gene expression in the implantation-phase endometrium.

## Methods

### Animals

B6D2F1 mice (Japan SLC, Inc., Shizuoka, Japan) were maintained in a controlled environment (24 °C, 50% relative humidity, 14-h light/10-h dark). All animal experiments were approved by the Animal Research Committee of Kyoto University (Med Kyo 21,135) and conducted according to the guidelines of the Science Council of Japan.

### Experimental design

Female mice (age: 8–12 weeks) in the estrous cycle were mated with males. The morning of the vaginal plug was designated as day 0.5 post coitum. An implantation failure (IF) model was established by the subcutaneous administration of low-dose RU486 (3 mg/kg) at 9:00 AM on day 3.5, based on previous reports [15]. On the morning of day 4.5, the mice were sacrificed by cervical dislocation under anesthesia, and the implantation sites were detected using intravenous Chicago Blue injection to confirm implantation failure at the early stage of implantation in the model. In subsequent experiments, pregnant female mice were randomly assigned to control, IF, medium, PBMC, and PBMC-hCG groups (the latter three groups were the IF model with each treatment) for fertility assessment and sample collection (Fig. 1a).

**Fig. 1:**
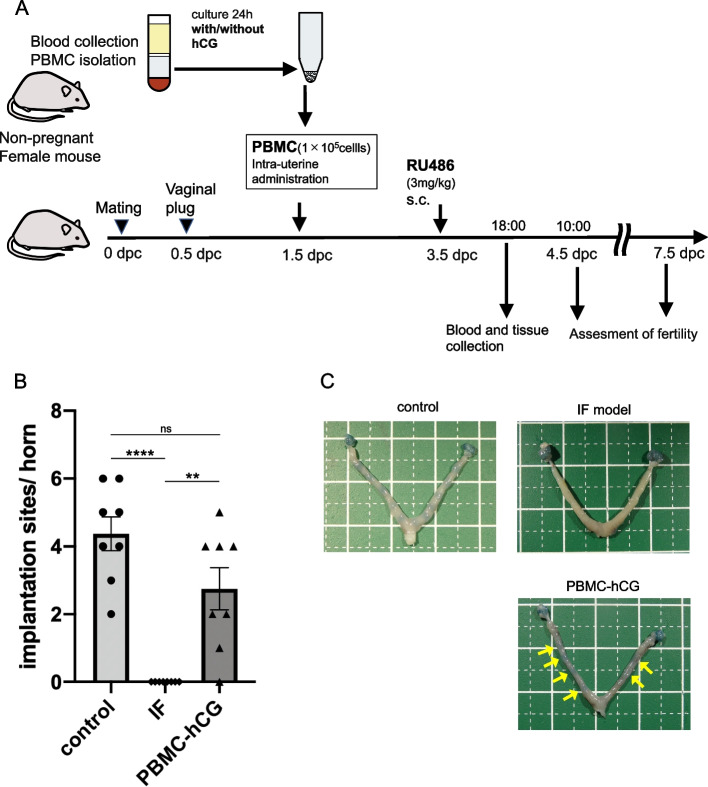
Timeline of the experimental procedure and pregnancy outcome at 4.5 dpc. **a** PBMCs were collected from non-pregnant female mice and cultured with or without hCG for 24 h. PBMCs were concentrated and administered into the uterine cavities of pregnant mice at 1.5 dpc. Pregnant mice were injected with 3 mg/kg RU486 at 3.5 dpc, to establish a model of implantation failure. The uterus and blood were collected in the evening (18:00) at 3.5 dpc before the initiation of embryo attachment for RNA extraction, HE staining, and ELISA. Embryo implantation was assessed at 4.5 dpc morning (10:00) or 7.5 dpc. **b** Average number of ISs per horn in control (normal pregnant) and IF model mice untreated or treated with PBMC (cultured with hCG) at 4.5 dpc (*n* = 8 in each group). ** *p* < 0.01, **** *p* < 0.0001, ns *p* ≥ 0.05. IF: IF model mice, PBMC-hCG: IF model mice treated with intrauterine PBMC. **c** Representative uteri in the control, IF, and PBMC-hCG group at 4.5 dpc. Arrows indicate implantation sites marked with Chicago Blue dye solution. dpc = days post coitum, IS = implantation site

### PBMC isolation

PBMCs were isolated from non-pregnant mice by density gradient centrifugation using Lympolyte-M (Cedarlane Laboratories, Burlington, ON, Canada). PBMCs were collected from the middle layer, subjected to hemolysis (Pharm Lyse lysing buffer; BD Biosciences, San Jose, CA, USA), and washed twice with PBS. PBMCs (1 × 10^6^ cells/mL) were suspended in RPMI1640 (Nacalai Tesque, Kyoto, Japan) + 10% FBS (Sigma-Aldrich, St. Louis, MO, USA) + penicillin–streptomycin 100 U/mL (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) and then incubated with or without hCG (5 IU/mL, Mochida Pharmaceutical CO, Tokyo, Japan) for 24 h at 37°C, 5% CO_2_.

### Intrauterine administration of PBMCs

Cultured PBMCs were collected by pipetting, and the supernatant was removed using centrifugation. Subsequently, these PBMCs were resuspended in a culture medium, and 2.5 μL of cell suspension (0.5 × 10^5^ cells) was injected into each bilateral uterine horn using an embryo manipulation glass pipette to PBMC and PBMC-hCG groups on day 1.5. The medium group was administered only the culture medium containing hCG. These procedures were performed under anesthesia.

### Assessment of pregnancy outcome and tissue collection

On day 7.5, mice in each group were sacrificed, the number and size of implantation sites were recorded, and the uteri were collected. The uterine horns were fixed in 4% paraformaldehyde (PFA), embedded in OCT, and flash-frozen for histological analysis. Another set of mice was sacrificed on the evening of day 3.5 (18:00). One horn was immediately placed in RNA*later* (Invitrogen, Thermo Fisher Scientific) for RNA extraction, and the other horn was fixed in 4% PFA and embedded in OTC for histology, then flash-frozen at -20 and -80 °C. Blood was collected from some mice on the evening of day 3.5 before sacrifice, the plasma was isolated, quick-frozen, and stored at -80°C until use. Mice on the morning of day 3.5 (9:30) were also sacrificed and their uteri were collected for histological analysis.

### Hematoxylin–eosin (HE) staining and immunohistochemistry

Frozen sections of mouse uterine tissue were prepared as previously described [19, 20] and stained with HE. Images of implantation sites were captured using an optical microscope (BX51 and DP-20; Olympus, Tokyo, Japan). Immunostaining for Ki-67 expression was performed using antibodies; the method is presented in Table S1 (Additional file 1) and Additional file 2.

### RNA extraction

RNA was extracted from the uterine tissues using the Invitrogen PureLink RNA mini kit (Thermo Fisher Scientific) according to the manufacturer's instructions and treated with DNase I to remove genomic DNA contamination. RNA quality (RIN ≥ 9) was confirmed using Agilent Bioanalyzer 2100 (Agilent Technologies, USA).

### RNA-sequencing and transcriptome data analysis

Libraries were prepared from the total RNA extracted from uterine tissue on the evening of day 3.5 in each group (*n* = 5) using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) and sequenced on a NovaSeq 6000 (Illumina). The reads were trimmed using the Trimmomatic tool [21] and mapped to the reference genome (mm10) with HISAT2 [22]. Then, transcript assembly was performed using Stringtie [23]. Differentially expressed gene (DEG) analysis was performed using EdgeR [24]; read count data were normalized using the trimmed mean of M-value (TMM) method for genes with read counts greater than 0 in all samples and tested using exactTest. Genes satisfying |fold change|≥ 2 and exact raw *p*-value < 0.05 were designated as DEGs.

Gene ontology (GO) analysis was performed using the gProfiler web tool (https://biit.cs.ut.ee/gprofiler/), and upstream regulator analysis was performed using the Ingenuity Pathway Analysis software (Qiagen, Hilden, Germany). Estrogen-responsive genes in the mouse uterus were defined from the DEGs (|fold change|≥ 2, false discovery rate < 0.1) in the uterus after 2 and 6 h of estrogen administration in ovariectomized mice (GSE133158) [25]. See Additional file 2 for more details on the methods.

### Quantitative real-time PCR

cDNA was prepared from the total RNA of each sample using ReverTra Ace qPCR RT Master Mix (TOYOBO, Osaka, Japan). Real-time quantitative PCR (qPCR) was performed using the THUNDERBIRD SYBR qPCR Mix (TOYOBO) and Applied Biosystems StepOnePlus (Thermo Fisher Scientific). RNA expression values were corrected against *Gapdh* and *Rplp0* expression levels, and relative expression levels were calculated using the 2-ΔΔCt method [26]. The primers used for qPCR are listed in Table S2 (Additional file 1).

### Hormone assay (ELISA)

Plasma estradiol and corticosterone concentrations on the evening of day 3.5 were measured using a 17β-Estradiol high-sensitivity ELISA kit and a Corticosterone ELISA kit (Enzo Life Sciences, Farmingdale, NY, USA), respectively, according to the manufacturer's instructions.

### Statistical analyses

Comparative analyses of implantation sites and qPCR results were performed using one-way analysis of variance (ANOVA) followed by Tukey’s and Sidak’s post-hoc multiple comparison methods, respectively. The pregnancy rates for each group were tested using the Fisher’s exact test, and p-values were corrected for multiple testing using the Benjamini–Hochberg method. Statistical analyses were performed using the GraphPad Prism 9 software (GraphPad Software, Boston, MA, USA). Data are presented as the mean ± SEM unless otherwise noted.

## Results

### Validation of the IF model on the morning of day 4.5

In contrast to that in the control group, no implantation sites were detected in the uteri of IF model mice on the morning of gestation day 4.5, the early stage of embryo implantation. However, in the IF model mice treated with hCG-supplemented PBMC (PBMC-hCG group), implantation sites were detected in most of the uteri (Fig. 1b, c). This confirmed that embryo implantation was impaired at an early stage in the IF model and was rescued by PBMC-hCG treatment. There were no obvious morphological differences in the uterus between the IF and control groups on day 3.5, immediately before implantation; PBMC-hCG administration did not induce morphological changes (Fig. S1, Additional file 3).

### Pregnancy outcome on day 7.5

To examine the effect of intrauterine administration of PBMC on embryo implantation, we compared the pregnancy rate, number of implantation sites, and implantation site size of the plug-positive mice in each group on day 7.5.

The pregnancy rate in the IF group was significantly lower than that in the control group (*p* < 0.01), whereas the pregnancy rates in the medium, PBMC, and PBMC-hCG groups were higher than those in the IF group (*p* < 0.05; Table 1). The number of implantation sites was also significantly lower in the IF group than in the control group (*p* < 0.001) and improved to different degrees in each treatment group compared to the IF group. The strongest effect was observed in the PBMC-hCG group, with a significant increase in the number of implantation sites compared to that in the medium and control groups (*p* < 0.05, *p* < 0.001, respectively; Fig. 2a). The PBMC group also had a significantly increased number of implantation sites compared to that in the medium group (*p* < 0.05; Fig. 2a). The size of the implantation sites in pregnant mice was significantly larger in the PBMC-hCG group than in the medium and PBMC groups (*p* < 0.01 and *p* < 0.05, respectively) and was comparable to that of the control group (Fig. 2b, c).

**Table 1:** Pregnancy rate of mice with a copulation plug in each group on day 7.5 post coitum

		**Treatment**			
**Group**	**RU486**	**hCG**	**PBMC**	**N**	**Pregnancy rate (%)**
Control	-	-	-	10	90
IF	+	-	-	13	15.3 **a
Medium	+	+	-	13	69.2 *b
PBMC	+	-	+	13	61.5 *b
PBMC-hCG	+	+	+	13	69.2 *b

The pregnancy rate was significantly higher in the medium, PBMC, and PBMC-hCG groups than in the IF group

*n* = 10–13 in each group

^**^a *p* < 0.01 compared with control group, *b *p* < 0.05 compared with IF group

The Fisher’s exact test was used for comparison, and *p*-values were corrected for multiple testing using the Benjamini–Hochberg method

**Fig. 2:**
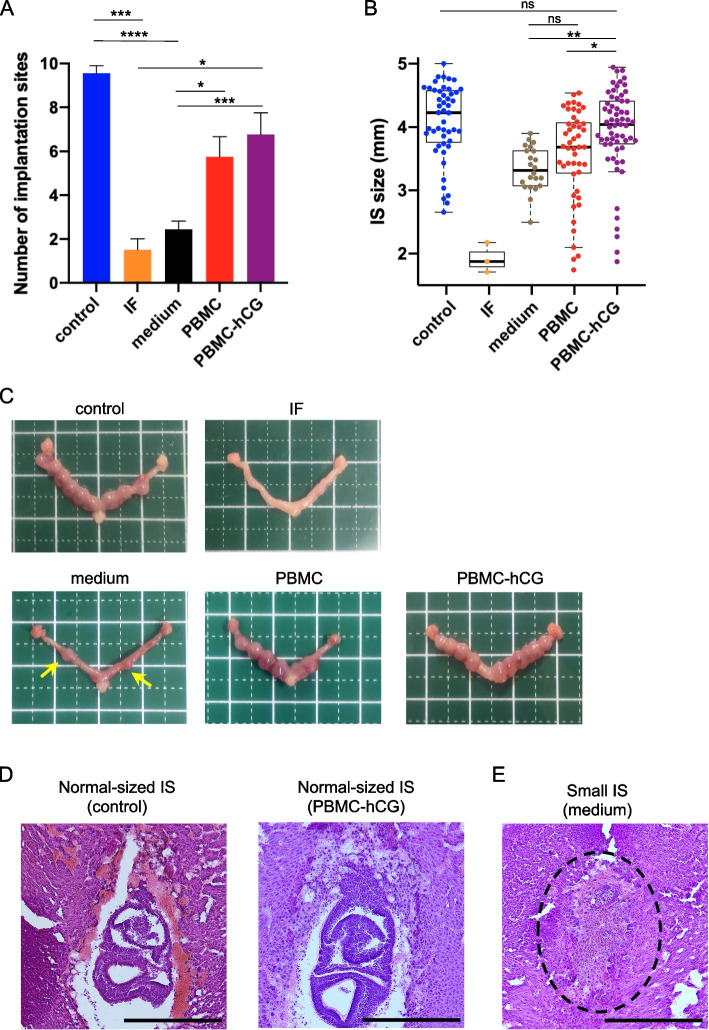
Embryo implantation in each group at 7.5 dpc. Intrauterine PBMC administration improves implantation site (IS) number and reduces abnormally sized IS at 7.5 dpc. **a** Average number of IS per mouse in each group at 7.5 dpc (*n* = 2–9 per group). **b** Diameter of implantation sites at 7.5 dpc (*n* = 2–9 per group). Box plots show the median (bold horizontal line), interquartile range (box), and range of values, excluding outliers (whiskers). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005, **** *p* < 0.0001, ns *p* ≥ 0.05. **c** Representative uteri of each group. Arrows indicate small-sized IS. **d**,** e** Representative hematoxylin and eosin-stained sections of normal- or abnormally sized implantation sites. Abortion (embryo resorption) images showing hemorrhage and loss of normal embryos observed at small implantation sites. Black circles indicate the abortion sites. The scale bar represents 500 µm

### Histology of implantation site on day 7.5

HE staining of the implantation site on day 7.5 revealed that normal-sized implantation sites (> 3.5 mm) in the PBMC-hCG group contained normal fetuses equivalent to those at 7.5 days of gestation in normal pregnant mice. By contrast, small implantation sites (approximately 3 mm) observed in the three groups (PBMC-hCG, PBMC, and medium), and especially in the medium group, contained small fetuses equivalent to 5.5–6.5 days of gestation or did not contain fetus, indicating abortion (Fig. 2d, e). In the PBMC group, the histology varied depending on the size of the implantation site, with a higher number of small fetuses than in the PBMC-hCG group and abortion findings similar to those in the medium group (Fig. S2a, Additional file 4). Histology of the IF group showed no fetus, consistent with the findings of no implantation site (Fig. S2b, Additional file 4).

### Transcriptomic changes by PBMC administration in the uterus at preimplantation period (evening of day 3.5)

To identify the molecular mechanism by which intrauterine administration of PBMC rescues embryo implantation in the IF model, we performed transcriptome analysis of endometrium on the evening of day 3.5, just before embryo implantation, for four groups: control, IF, PBMC, and PBMC-hCG. 

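RNA from the uteri of 20 mice was sequenced, with 5 mice in each of the control, IF, PBMC and PBMC-hCG groups and 1 library per mouse. The uteri were collected at 18:00 on day 3.5. Mice of the IF, PBMC and PBMC-hCG groups had received 3 mg/kg RU486, and those of the PBMC and PBMC-hCG groups had also received 50000 PBMCs per uterine horn on day 1.5, which for the PBMC-hCG group had been cultured with 5 IU/mL hCG. No library came from mice given culture medium with hCG and no cells. The paper describes no uterine injection for the IF group. Differences of the PBMC and PBMC-hCG groups from IF therefore cannot separate the cells from the injection and the medium. The authors prepared stranded mRNA libraries, trimmed the reads with Trimmomatic, aligned them to the mouse genome mm10 (GRCm38) with HISAT2 and assembled transcripts with StringTie, and the values they deposited are transcript abundances in TPM, with genes listed by symbol and NCBI gene identifier. TPM values are scaled to a fixed total, and the totals per library lay between 999989 and 999999, so the number of reads behind each value is unknown and no interval or detection limit that needs it is given. Genes listed above 0 TPM numbered 22912 to 23668 per library in the control group (median 23213), 22784 to 24097 in the IF group (median 23286), 22702 to 23503 in the PBMC group (median 22957) and 23315 to 23677 in the PBMC-hCG group (median 23649), and 15082 genes were listed at 0 in every library. The correlation of log2 values between mice of the same group lay between 0.961 and 0.992. The 18706 genes above 0 TPM in all 20 libraries were tested, after the paper's filter on read counts. The authors normalized counts with TMM and used edgeR's exact test, which cannot be repeated on TPM. In its place, log2(TPM + 0.1) was compared with limma, with all 4 groups in a shared fit. The pseudocount of 0.1 draws the fold changes of genes at low TPM toward 0. As in the paper, DEGs were genes with a fold change of at least 2 in either direction and a raw p-value under 0.05, and the number that also passed after Benjamini-Hochberg adjustment over all tested genes was counted. Gene positions are those of the NCBI annotation of GRCm38. The paper and the sample labels name no sequencing batch or date, so no comparison could be repeated within batches.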

A total of 869 DEGs (380 upregulated and 489 downregulated genes; identified by |fold change| ≥ 2 and *p* < 0.05) were detected in the IF group when compared to the control group. 

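Between the IF and control groups, 754 of the 18706 tested genes met the paper's criteria, of which 397 were higher and 357 lower in the IF group, and 670 of them had an adjusted p-value under 0.05 in limma's test. Without the criterion on fold change, 6334 genes had a raw p-value under 0.05. In 2398 genes, the values of the 5 IF mice lay entirely above or below those of the 5 control mice, where 148.5 such genes would be found by chance. The count moved most with the criterion on fold change, to 2064 genes at a fold change of at least 1.5. When each mouse was left out in turn, 679 to 896 genes were called, the most without control replicate 2. Among genes with an adjusted p-value under 0.05, a mean of at least 1 TPM and no overlap between the groups, the largest rises were those of Inhbb, Krt86 and Nrg1. Inhbb (NCBI gene 16324, chromosome 1, 119415463 to 119422248), which encodes an inhibin subunit, was at 564 ± 193 TPM (SD, n = 5 mice) in the IF group and 16.5 ± 10.3 TPM (SD, n = 5) in the control group, a log2 fold change of 5.24 (standard error 0.50, adjusted p = 8.85e-07). Krt86 (NCBI gene 16679, chromosome 15, 101473478 to 101479983), a keratin gene, rose from 0.38 ± 0.175 TPM to 12 ± 6.84 TPM (SD, n = 5 each), with a log2 fold change of 4.53 (standard error 0.64, adjusted p = 5.82e-05). Nrg1 (NCBI gene 211323, chromosome 8, 31807452 to 32891609), which encodes neuregulin 1, was at 0.758 ± 0.415 TPM in control mice and 18.3 ± 5.62 TPM in IF mice (SD, n = 5 each), and its log2 fold change was 4.51 (standard error 0.35, adjusted p = 8.87e-08). The largest falls were those of Ighv1-22, Ighv6-3 and Il13ra2. The first pair are immunoglobulin variable segments on chromosome 12, a family in which reads may be shared between paralogs. Ighv1-22 (NCBI gene 780883, 114746273 to 114746566) was at 31.3 ± 20.2 TPM in the control group and 1.29 ± 1.34 TPM in the IF group (SD, n = 5 each), with a log2 fold change of -4.68 (standard error 0.84, adjusted p = 0.000531). Ighv6-3 (NCBI gene 629845, 114391712 to 114392010) fell from 153 ± 111 TPM to 8.21 ± 8.91 TPM (SD, n = 5 each), with a log2 fold change of -4.57 (standard error 0.74, adjusted p = 0.000212). Il13ra2 (NCBI gene 16165, chromosome X, 147383478 to 147429192), which encodes an interleukin 13 receptor subunit, fell from 42.2 ± 9.99 TPM to 2.22 ± 0.56 TPM (SD, n = 5 each), with a log2 fold change of -4.2 (standard error 0.25, adjusted p = 2.84e-09).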

In the PBMC-hCG group, 503 DEGs were detected, with 209 upregulated and 294 downregulated genes when compared to the IF group, whereas only 118 DEGs were detected in the PBMC group when compared to the IF group, which may reflect inferior fertility in the PBMC group mice and the fact that the PBMC group samples contained individuals destined for unsuccessful pregnancy (Fig. 3a, b).

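Compared with the IF group, 432 genes met the criteria in the PBMC-hCG group, with 204 higher and 228 lower. Of these, 318 had an adjusted p-value under 0.05 in limma's test, and 6547 genes had a raw p-value under 0.05 at any fold change. In the PBMC group, 82 genes met the criteria, with 29 higher and 53 lower. None of them passed adjustment, and 1271 genes had a raw p-value under 0.05. A direct comparison of the PBMC-hCG with the PBMC group gave 167 DEGs, with 72 higher and 95 lower, of which 2 passed adjustment, beside 3024 genes with a raw p-value under 0.05. The division into higher and lower genes between the PBMC-hCG and IF groups moved with the settings, in both directions. Quantile normalization gave 124 higher and 268 lower DEGs, and a pseudocount of 1 gave 54 and 138. The balance was reversed with a pseudocount of 0.01 (328 higher, 258 lower) and at a fold change of at least 1.5 (1096 higher, 677 lower). The adjusted count for PBMC-hCG against IF was lost in most fits with a mouse left out. It fell to between 0 and 20 when any of 7 of the 10 mice was left out: 0 without IF replicate 5 or PBMC-hCG replicate 3, 1 without PBMC-hCG replicate 2, 7 without IF replicate 2, 10 without IF replicate 4 or PBMC-hCG replicate 4, and 20 without PBMC-hCG replicate 5. Without IF replicate 1, IF replicate 3 or PBMC-hCG replicate 1, 372, 595 and 542 DEGs passed. On raw p-values, 268 to 680 genes met the criteria. Of 27 genes singled out in this text that passed between PBMC-hCG and IF, 26 were lost without each of the 7 mice. In the PBMC group, the 82 DEGs became 148 without IF replicate 1 and 143 without PBMC replicate 5. The DEGs between the PBMC-hCG and PBMC groups ranged from 105 without PBMC replicate 5 to 288 without PBMC-hCG replicate 1. The largest rises with PBMC-hCG against IF, chosen as for the IF group, were those of Cyp1b1, Sptlc3 and Thrsp. Cyp1b1 (NCBI gene 13078, chromosome 17, 79706940 to 79715061) rose from 2.13 ± 1.53 TPM to 7.85 ± 1.66 TPM (SD, n = 5 mice each), with a log2 fold change of 2.1 (standard error 0.47, adjusted p = 0.0264). For Sptlc3 (NCBI gene 228677, chromosome 2, 139493913 to 139637061), the log2 fold change was 1.69 (standard error 0.40, adjusted p = 0.0287 with limma) and for Thrsp (NCBI gene 21835, chromosome 7, 97412933 to 97417550) it was 1.56 (standard error 0.49, adjusted p = 0.0459). The largest falls were those of Sprr2g, Prss22 and Has1. Sprr2g (NCBI gene 20761, chromosome 3, 92373915 to 92375229), annotated as a transcribed pseudogene of a family of similar genes, fell from 10.3 ± 3.58 TPM to 1.6 ± 2.62 TPM (SD, n = 5 each), with a log2 fold change of -3.58 (standard error 0.99, adjusted p = 0.0335). Prss22 (NCBI gene 70835, chromosome 17, 23993534 to 24000722) had a log2 fold change of -3.23 (standard error 0.64, adjusted p = 0.0258), and Has1 (NCBI gene 15116, chromosome 17, 17833691 to 17855589), a hyaluronan synthase gene, a log2 fold change of -2.82 (standard error 0.58, adjusted p = 0.0258). Without IF replicate 5, the adjusted p-values of these 6 genes lay between 0.0919 and 0.106. Between the PBMC-hCG and PBMC groups, the same rule gave a fall of LOC115490267 (chromosome 5, 107907345 to 107907476), annotated as a small nucleolar RNA, from 2.21 ± 0.801 TPM to 0.333 ± 0.117 TPM (SD, n = 5 each), with a log2 fold change of -2.36 (standard error 0.33, adjusted p = 0.00831). With a pseudocount of 1, its adjusted p-value was 0.182. No rise met the rule after adjustment. On raw p-values the largest were those of Fam13a (log2 fold change 1.34), Mir6998 (1.33) and Vnn1 (1.29), with adjusted p-values of 0.271, 0.271 and 0.264.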

**Fig. 3:**
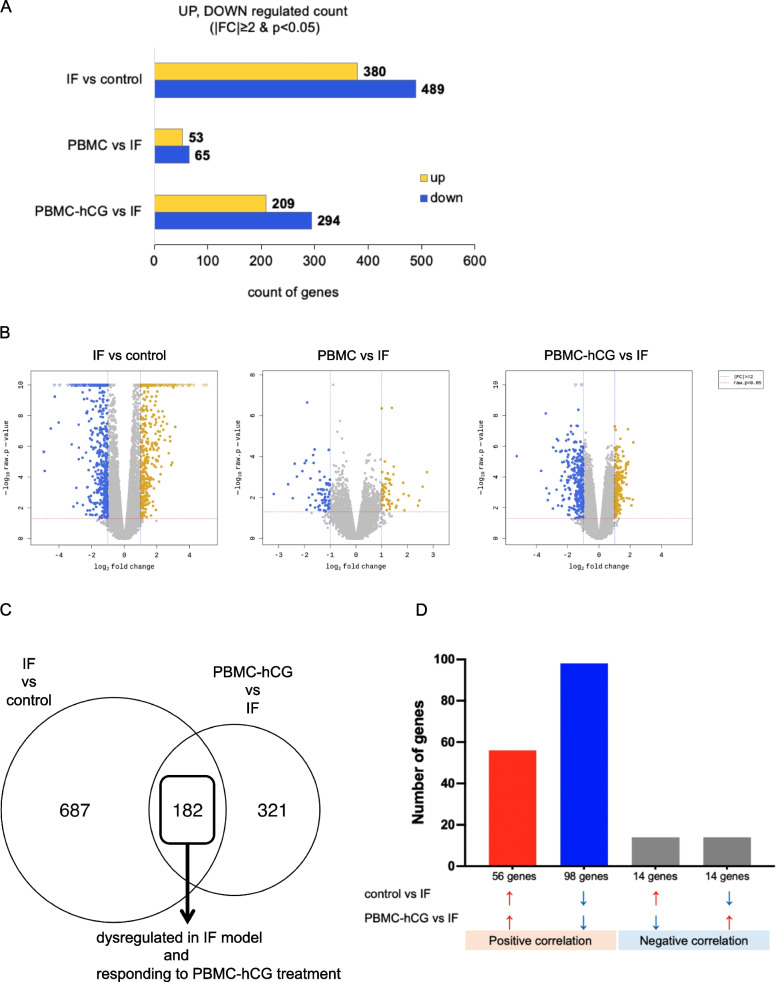
RNA analysis of uteri at 3.5 dpc; number of differentially expressed genes (DEGs) identified in each comparison. Administration of hCG-treated PBMCs rescued the dysregulated gene expression in the uteri of the IF model. **a**, **b** Number of DEGs and volcano plots of IF versus control, PBMC versus IF, and PBMC-hCG versus IF. **c** Venn diagrams showing the overlap of all DEGs between the IF versus control and PBMC-hCG versus IF groups. **d** Graph depicting the direction of gene expression changes in the 182 overlapping DEGs between the control versus IF and PBMC-hCG versus IF comparisons. DEGs were identified as *p* < 0.05 and log2(fold change) ≥ 1

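In a principal component analysis of the centred log2 values of the tested genes, the first component (PC1) held 26.4% of the variance and the second (PC2) 20.9%. On PC1, PBMC-hCG mice lay at 32.3 ± 14.5, PBMC mice at 0.595 ± 21.1, IF mice at -7.31 ± 23.2 and control mice at -25.6 ± 24.1 (SD, n = 5 each). On PC2, the control mice lay apart at 35.2 ± 9.58, followed by PBMC-hCG mice at 2.23 ± 8.45, PBMC mice at -12.3 ± 14.2 and IF mice at -25.1 ± 15.5 (SD, n = 5 each). The mean of the PBMC group was 19.9% of the way from the IF to the PBMC-hCG mean on PC1 and 46.7% of the way on PC2. In two-sided exact permutation tests, PBMC and IF mice did not differ on PC1 (difference 7.91, p = 0.571) or PC2 (difference 12.7, p = 0.214). PBMC-hCG and PBMC mice differed by 31.7 on PC1 (exact p = 0.0317, 0.0543 after Benjamini-Hochberg adjustment over the 12 tests) and by 14.6 on PC2 (exact p = 0.0714, adjusted 0.107). PBMC-hCG and IF mice differed by 39.7 on PC1 (exact p = 0.0159, adjusted 0.0382) and by 27.3 on PC2 (exact p = 0.0238, adjusted 0.0476). On PC1 this was away from control. PBMC-hCG mice differed from control by 58.0 (exact p = 0.0159, adjusted 0.0382) and IF mice by 18.3 (exact p = 0.278, adjusted 0.303). On PC2 it was toward control, with differences from control of -33.0 for PBMC-hCG and -60.3 for IF mice (exact p = 0.00794, adjusted 0.0318 for each). Under other settings, PC1 and PC2 stand for the leading component that correlated most with the one above, with its sign matched. Computed on the 500 most variable genes, the component matched to PC2 placed the PBMC-hCG group on the other side of the PBMC group. The difference was -0.458 SD of the component against 0.567 SD on all tested genes. The PC2 difference between PBMC-hCG and IF was then lost, at -0.00868 SD (exact p = 0.976) against 1.06 SD. With genes of at least 1 TPM on average, that on PC1 was 0.72 SD (exact p = 0.119) against 1.37 SD. Without IF replicate 5, the PBMC and IF groups were at a difference of -0.00680 SD on PC1 against 0.274 SD with all mice.

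**Figure D1:**
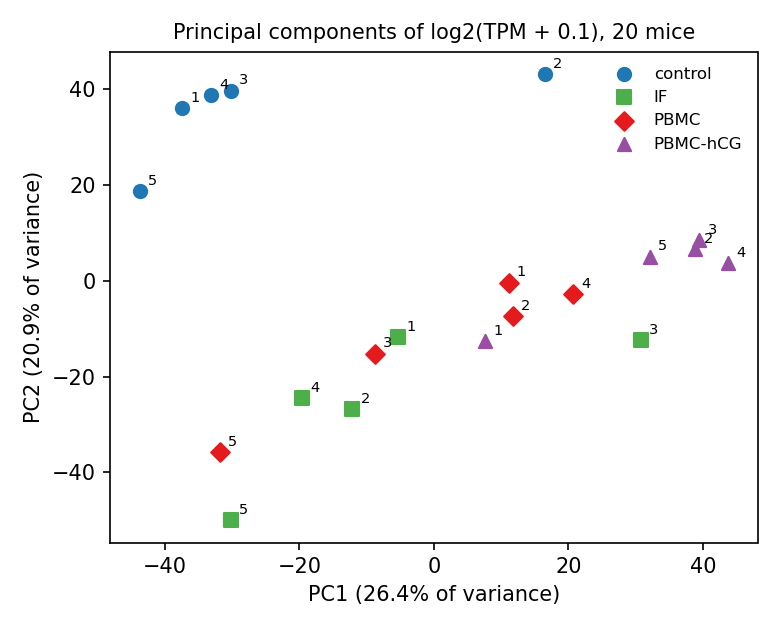
Position of each of the 20 mice on PC1 (horizontal axis, 26.4% of the variance) and PC2 (vertical axis, 20.9%), in units of log2(TPM + 0.1), with replicate numbers beside the points. Control mice lie at the top with control replicate 2 at 16.5 on PC1, and the PBMC mice lie among those of the IF and PBMC-hCG groups.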

Principal component analysis (PCA) showed that the PBMC group was distributed between the PBMC-hCG and IF groups (Fig. S3, Additional file 5) and overlapped with both the PBMC-hCG and IF groups. This finding suggests that the pregnant mice in the PBMC group had a gene expression similar to that in the PBMC-hCG group, and mice with unsuccessful pregnancies in this group had a gene expression similar to that in the IF group; therefore, we focused our subsequent analysis on gene expression changes in the PBMC-hCG group versus the IF group.

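Genes called both between IF and control and between PBMC-hCG and IF numbered 149, which was 19.8% of the DEGs of the IF group and 34.5% of those of the PBMC-hCG group. For the PBMC group, 37 genes were shared, 4.91% of the DEGs of the IF group. Because the IF libraries enter both comparisons, some overlap arises without any effect of the treatment. In 100 simulations, the treated group had the IF means, and every mouse had the deviations of a mouse drawn at random with replacement from all groups. The overlap had a median of 9 genes and a range of 0 to 229, and 3 of the 100 reached 149. Several exceeded the 37 genes of the PBMC group, with overlaps such as 39, 51, 59 and 73. For that group, sharing of the IF libraries is thus not excluded as the cause. The overlap with PBMC-hCG moved most with the criterion on fold change, to 578 genes at a fold change of at least 1.5. It was 66 genes with a pseudocount of 1. Leaving out single mice gave 89 genes without IF replicate 5 and 225 without IF replicate 3.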

More than one-third of the DEGs in the IF group when compared to the control group overlapped with the DEGs in the PBMC-hCG group when compared to the IF group (Fig. 3c). 

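Of the genes called in both comparisons, 134 had changed from IF in the same direction in the PBMC-hCG and control groups, a share of 89.9% (95% Wilson interval over genes, which are not independent, 84.1% to 93.8%). Of these, 42 were higher and 92 lower than in the IF group. Of the other genes, 3 were higher in control and lower in PBMC-hCG, and 12 were lower in control and higher in PBMC-hCG. The share has no fixed chance level, since a deviation of the shared IF libraries moves both comparisons the same way. With the simulated unchanged groups, the median share was 91.7%, and 43 of 100 simulations had a share as high as that of the data. When different IF mice were used for the comparison with control and for the comparison with PBMC-hCG, in all 20 ways of dividing the 5 mice into a pair and a group of 3, the median share was 80.7%, with a range of 54.3% to 92.0%, and the median overlap was 128 genes. Simulated unchanged groups, each with 1 random division of the IF mice, had a median share of 36.4% and a median overlap of 12 genes. The counts that follow thus set single divisions, which vary more, against a median over 20. The deviations were drawn with replacement, so those of 1 mouse could still enter both comparisons. A share at least as high as the median of the data was reached by 18 of 100, mostly with overlaps of few genes, and an overlap as large by 1 of 100. Only 1 of 100 had both such a share and an overlap of at least 56 genes, the lowest of the data. In 2000 further simulations, 176 had an overlap of at least 56 genes, and 58 of these had such a share. Over all DEGs of the IF group, whether or not they were called again, 78.0% moved toward control in the PBMC-hCG group and 79.6% in the PBMC group. The median part of the change that was reversed was 31.5% with PBMC-hCG and 19.7% with PBMC. These shares, too, were computed with shared IF libraries. In simulated unchanged groups, as large a share moved toward control in 9 and 8 of 100 (median 63.05%). As large a part was reversed in 1 and 8 of 100 (median 5.97%).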

In 84% of these overlapping genes (154 of 182 DEGs), the direction of gene expression changes in the PBMC-hCG and control groups relative to that in the IF group was consistent, suggesting that PBMC-hCG administration normalized the expression of many of the dysregulated genes in the IF group (Fig. 3d).

The results of the GO analysis using all DEGs for the IF versus control and PBMC-hCG versus IF groups are shown in Fig. 4a. Genes related to cytokine activity, pregnancy, decidualization, the ERK1/ERK2 cascade, response to glucocorticoids, and G protein-coupled receptor (ClassA/1) were significantly altered in common between the two group comparisons. 

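The genes labelled in Fig. S4 were scored in each mouse as the mean of their z-scored log2(TPM + 0.1). The paper chose these genes as DEGs of the same libraries, so that their counts and tests are not independent evidence. Scores were compared by two-sided exact permutation tests of 5 against 5 mice, whose smallest p is 0.00794, with Benjamini-Hochberg adjustment over the 28 lists scored in each comparison. The score of the 32 genes for female pregnancy was 0.552 higher in the IF than in the control group (exact p = 0.0317, adjusted 0.0555) and differed by -0.612 between PBMC-hCG and IF (exact p = 0.0159, adjusted 0.0342). Of these genes, 26 moved toward control in the PBMC-hCG group and 22 in the PBMC group. Because the IF libraries are shared, genes move toward control without any effect of the treatment. Of simulated unchanged groups, 3 and 23 of 100 had as many, with a median of 17. These counts of simulated groups were added after the data had been seen. They keep the lists as they are and do not carry their choice from these libraries. Between PBMC-hCG and IF, 9 passed adjustment over all tested genes and 14 when adjusted over the list alone. Between IF and control, without control replicate 2, the score difference was 0.428 (exact p = 0.0556). For the 10 genes for decidualization, the IF and control groups differed by 0.178 (exact p = 0.532), which became -0.0450 without control replicate 2, and PBMC-hCG and IF differed by -0.791 (exact p = 0.0238, adjusted 0.0444). In this list, 9 genes moved toward control with PBMC-hCG (as many in 11 of 100 simulated unchanged groups), 3 passing adjustment over all genes and 6 adjusted over the list alone. The list score, however, went past control, at 0.112 in control, 0.29 in IF and -0.501 in PBMC-hCG mice. It differed by -0.613 between PBMC-hCG and control (exact p = 0.0556, adjusted 0.111). The 40 genes for GPCR ligand binding scored 0.476 higher in IF than in control mice (exact p = 0.00794, adjusted 0.0185) and differed by -0.467 between PBMC-hCG and IF (exact p = 0.00794, adjusted 0.0247), with 34 of 40 moving toward control (as many in 1 of 100 simulated unchanged groups), 14 past adjustment over all genes and 21 adjusted over the list alone. The 32 class A (rhodopsin-like) receptor genes differed by 0.718 between IF and control and by -0.595 between PBMC-hCG and IF (exact p = 0.00794 for each), with 13 genes past adjustment over all genes and 18 adjusted over the list alone in the latter. Of 112 pairs of a list and a comparison, 42 had an exact p under 0.05 and 30 an adjusted one. The number moved most when single mice were left out, from 34 without PBMC-hCG replicate 2 to 52 without PBMC-hCG replicate 1.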

The expression of a large proportion of the genes involved in these functions was ameliorated by PBMC-hCG administration (Fig. S4, Additional file 6). In addition, the expression of genes related to calcium signaling, muscle contraction, and epithelial cell proliferation was dysregulated in the IF group (Fig. S4, Additional file 6). By contrast, the expression of genes related to the estrogen and IL-1 response, and TNF and IL-17 signaling were significantly altered in the PBMC-hCG group (Fig. 4a).

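The 21 genes labelled for calcium signaling in Fig. S4, of which 13 were higher and 8 lower in the IF group, had a score 0.427 above that of control mice (exact permutation test, p = 0.0238, adjusted 0.0444), and 20 of them had an adjusted p-value under 0.05 with limma over all genes and 21 when adjusted over the list alone. The PBMC-hCG score differed from that of IF mice by -0.484 (exact p = 0.0159, adjusted 0.0342), with 8 and 16 genes passing in the same order. Of the 33 muscle contraction genes, 16 were higher and 17 lower in the IF group, and 31 passed adjustment over all genes and over the list alone. Their score differed by -0.143 between IF and control (exact p = 0.0238, adjusted 0.0444), and a mean of log2 values in place of z-scores gave -0.0117 (exact p = 0.841). Between PBMC-hCG and IF it differed by -0.212 (exact p = 0.0476, adjusted 0.0666), so that the list mean did not move back toward control, while 28 of the 33 genes taken singly did. With the IF libraries shared in the same way, simulated unchanged groups had a median of 16 such genes, and 1 of 100 had 28 or more. The list was kept as chosen from these libraries. With PBMC-hCG, 10 of these genes passed adjustment over all genes and 18 over the list alone. Without PBMC-hCG replicate 3, the last score difference was -0.175 (exact p = 0.0873).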

**Fig. 4:**
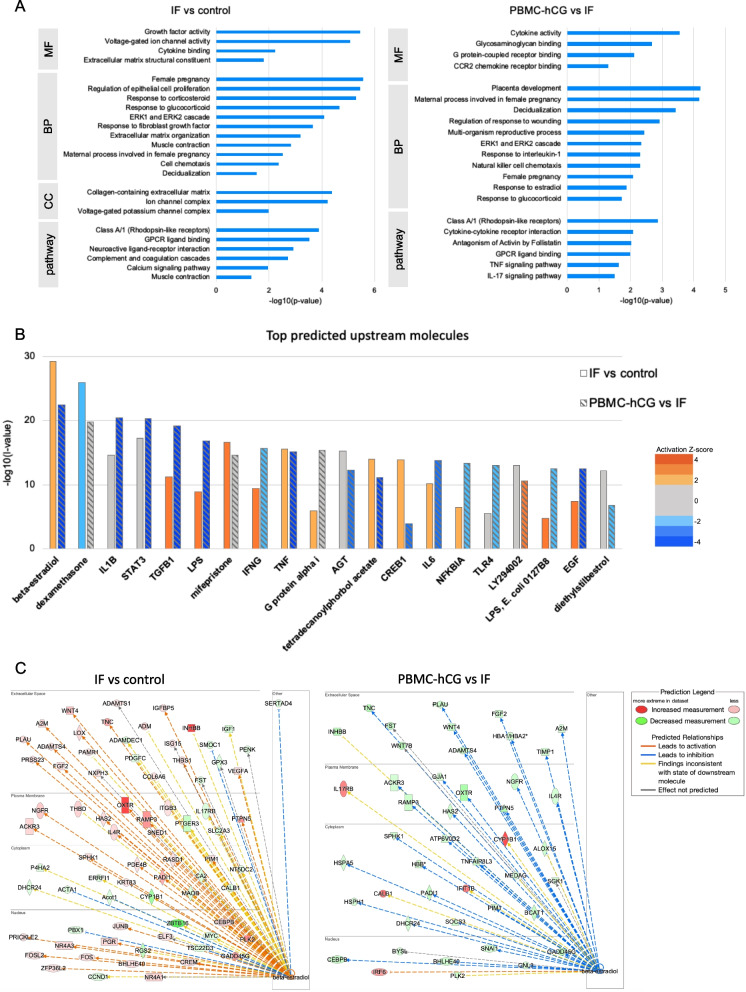
GO, pathway, and upstream molecule analyses of DEGs. Administration of hCG-treated PBMCs suppressed the expression of downstream genes of estrogen- and inflammation-related molecules and improved implantation-related genes. **a**, **b** Enrichment of functional annotations (**a**) and upstream regulators (**b**) in DEGs between PBMC-hCG and IF mouse uteri on the evening of 3.5 dpc. **a** GO, gene ontology; BP, biological process; CC, cellular component; MF, molecular function; pathway, Kyoto Encyclopedia of Genes (KEGG) and Reactome pathways. **b** Orange and blue bars indicate the activated and inhibited upstream molecules, respectively. Solid and striped bars indicate predicted upstream molecules for DEGs in IF versus control and PBMC-hCG versus IF, respectively. **c** Gene expression changes of β-estradiol responsive genes in each comparison

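The genes shown downstream of estradiol in Fig. 4c were scored for both comparisons. Of the 75 genes shown for IF against control, 48 were higher and 27 lower in the IF group, and 71 had an adjusted p-value under 0.05 with limma over all genes (72 adjusted over the list alone, in a list drawn from DEGs of these libraries). Their score was 0.333 ± 0.105 in IF and -0.298 ± 0.128 in control mice (SD, n = 5 each, exact permutation test, p = 0.00794, adjusted 0.0185) and -0.189 ± 0.281 in PBMC-hCG mice (exact p = 0.00794 against IF, adjusted 0.0247). With PBMC-hCG, 60 of the 75 genes moved toward control, against a median of 37 in simulated unchanged groups that share the IF libraries (as many in 0 of 100). Of the list, 38 genes changed past adjustment over all genes and 55 adjusted over the list alone. Of the 42 genes shown for PBMC-hCG against IF, 38 were lower and 4 higher in the PBMC-hCG group, with 34 past adjustment over all genes and 40 adjusted over the list alone. In this list, 37 genes moved toward control with PBMC-hCG, and as many did in 7 of 100 simulated unchanged groups (median 21). The score was 0.656 ± 0.340 in IF, -0.394 ± 0.281 in control and -0.482 ± 0.480 in PBMC-hCG mice (SD, n = 5 each), a difference of 1.05 between IF and control (exact p = 0.00794) and of -1.14 between PBMC-hCG and IF (exact p = 0.0159, adjusted 0.0342). PBMC-hCG replicate 1 scored 0.341, above the other 4 PBMC-hCG mice at -0.911 to -0.560. In the PBMC group, the difference from IF was -0.178 for the first list (exact p = 0.246) and -0.436 for the second (exact p = 0.159).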

Upstream molecular analysis of DEGs showed that genes downstream of estradiol were activated in the IF group when compared to the control group and were suppressed in the PBMC-hCG group when compared to the IF (Fig. 4b, c). Furthermore, the top upstream molecules of DEGs common to both IF versus control and PBMC-hCG versus IF included many inflammation-related molecules such as LPS, IFNγ, IL-6, NFκBIA, and tetradecanoylphorbol acetate; an immune cell stimulating agent (Fig. 4b). These results suggested that the estrogen-activated and inflammation-related genes in the endometrium, which were activated in the IF model, were suppressed by PBMC-hCG administration.

### Transcriptomic changes of estrogen-responsive genes and embryo implantation-associated genes by PBMC administration

We examined the gene expression changes in each group for estrogen-responsive genes in the mouse uterus (extracted from GSE133158) and implantation-related genes, as shown in the heatmap (Fig. 5a, b). 

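The 35 genes labelled in Fig. 5b scored 0.704 higher in the IF than in the control group (exact permutation test, p = 0.00794, adjusted 0.0185), with 23 genes higher and 12 lower. The PBMC-hCG group differed from IF by -0.357 (exact p = 0.00794, adjusted 0.0247) and the PBMC group by -0.133 (exact p = 0.111, adjusted 0.556). Toward control moved 30 of the 35 genes with PBMC-hCG and 29 with PBMC. As many did in 10 and 14 of 100 simulated unchanged groups that share the IF libraries (median 18). The counts alone thus do not show recovery. With PBMC-hCG, 23 had an adjusted p-value under 0.05 over all genes and 26 when adjusted over the list alone. The paper describes the list as genes associated with implantation and uterine function and does not name the rule by which they were picked, so independence from these libraries is not known. The estrogen receptor gene of this figure, Esr1 (NCBI gene 13982, chromosome 10, 4611989 to 5005633), was at 108 ± 7.06 TPM in control, 154 ± 11.3 TPM in IF, 151 ± 9.88 TPM in PBMC and 161 ± 5.13 TPM in PBMC-hCG mice (SD, n = 5 each). It was higher in IF than in control mice (log2 fold change of 0.51, standard error 0.06, adjusted p = 5.98e-06 with limma), and PBMC-hCG and IF mice did not differ (log2 fold change of 0.06, standard error 0.06, adjusted p = 0.476).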

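Of the genes labelled as estrogen-responsive in Fig. 5a, 22 were tested. In the IF group 21 were higher than in control and 1 (Lif) was lower, and 21 had an adjusted p-value under 0.05 with limma both over all genes and adjusted over the list alone. The paper took these genes from a published set and shows those that were DEGs of the IF group, so the comparison with control is not independent evidence for them, and the IF libraries are also shared with the other comparisons. The score of the list was -1.11 ± 0.123 in control, 0.987 ± 0.280 in IF, 0.323 ± 0.535 in PBMC and -0.204 ± 0.507 in PBMC-hCG mice (SD, n = 5 each). IF and control differed by 2.09 (exact permutation test, p = 0.00794, adjusted 0.0185), PBMC-hCG and IF by -1.19 (exact p = 0.00794, adjusted 0.0247) and PBMC and IF by -0.664 (exact p = 0.0635, adjusted 0.556). The direct difference between PBMC-hCG and PBMC was -0.527 (exact p = 0.151, adjusted 0.223). Without PBMC-hCG replicate 1 this difference was -0.710 (exact p = 0.0397), and without PBMC replicate 5 that between PBMC and IF was -0.893 (exact p = 0.00794). Against IF, 21 of the 22 genes were lower in PBMC-hCG mice, 18 past adjustment over all genes and 20 adjusted over the list alone, and all 22 were lower in PBMC mice, 0 past adjustment over all genes, 12 adjusted over the list alone and 13 with a raw p-value under 0.05. Toward control moved 20 genes with PBMC-hCG and 21 with PBMC. At least as many did in 14 and 9 of 100 simulated unchanged groups that share the IF libraries. For 20 of the 21 DEGs of the IF group, the PBMC-hCG mean lay further toward control than the PBMC mean. Ramp3 (NCBI gene 56089, chromosome 11, 6658506 to 6677478), a receptor activity-modifying protein gene, was at 35.7 ± 23.3 TPM in control, 304 ± 108 TPM in IF, 156 ± 88.8 TPM in PBMC and 129.7 ± 93.5 TPM in PBMC-hCG mice (SD, n = 5 each), with a log2 fold change of 3.2 (standard error 0.41, adjusted p = 2.08e-05) between IF and control and of -1.39 (standard error 0.41, adjusted p = 0.0385) between PBMC-hCG and IF. Gadd45g (NCBI gene 23882, chromosome 13, 51846675 to 51848475) rose from 59.5 ± 21 TPM in control to 494 ± 195 TPM in IF mice (log2 fold change of 3.04, standard error 0.36, adjusted p = 8.25e-06) and was at 246 ± 139 TPM with PBMC and 147 ± 68 TPM with PBMC-hCG (SD, n = 5 each), with a log2 fold change of -1.79 (standard error 0.36, adjusted p = 0.0258) against IF. The last adjusted p was above 0.05 in 7 of 10 fits with a mouse left out, and at most 0.117 for Ramp3 and 0.0919 for Gadd45g.

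**Figure D2:**
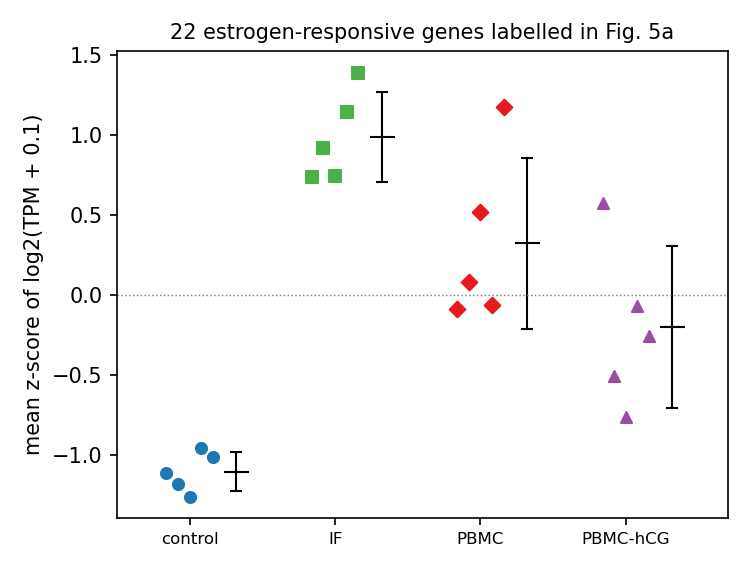
Mean z-score of log2(TPM + 0.1) over the 22 genes labelled in Fig. 5a (vertical axis), with a point per mouse and the mean and SD of each group of 5 mice. Means are -1.11 in control, 0.987 in IF, 0.323 in PBMC and -0.204 in PBMC-hCG mice.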

The majority of estrogen-responsive genes were overexpressed in the IF group and downregulated in the PBMC and PBMC-hCG groups, and this change was more pronounced in the PBMC-hCG group (Fig. 5a). With regard to known mouse and human implantation-related genes, the dysregulated expression of genes involved in decidualization (*Wnt4*, *Stat3*, and *Fosl2*) and the loss of polarity of the luminal epithelium during embryo implantation (*Msx1* and *Stat3*) were ameliorated in the PBMC-hCG group. Both *Msx1* and *Stat3* were down- and upregulated, respectively, following the estrogen surge at day 3.5 just prior to embryo implantation. However, these fluctuations in expression were excessive in the IF model and mitigated by PBMC administration. 

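Wnt4 (NCBI gene 22417, chromosome 4, 137277635 to 137299501) was at 4.9 ± 1.41 TPM in control, 25.5 ± 11.8 TPM in IF, 25.8 ± 17.1 TPM in PBMC and 10.2 ± 7.34 TPM in PBMC-hCG mice (SD, n = 5 each). It rose in the IF group (log2 fold change of 2.27, standard error 0.41, adjusted p = 0.000641 with limma) and fell from IF to PBMC-hCG (log2 fold change of -1.39, standard error 0.41, adjusted p = 0.0392), while the PBMC group did not differ from IF (log2 fold change of -0.07, adjusted p = 0.983), with a log2 fold change of 0.16 without PBMC replicate 4. PBMC-hCG replicate 1 had the highest value of the PBMC-hCG mice, and without it the log2 fold change against IF was -1.74. Stat3 (NCBI gene 20848, chromosome 11, 100886806 to 100939594) was at 136 ± 18.6 TPM in control, 212 ± 45.5 TPM in IF, 192 ± 25.1 TPM in PBMC and 155 ± 10 TPM in PBMC-hCG mice (SD, n = 5 each), with a log2 fold change of 0.62 (standard error 0.13, adjusted p = 0.00156) for IF against control and of -0.43 (standard error 0.13, adjusted p = 0.0391) for PBMC-hCG against IF. Fosl2 (NCBI gene 14284, chromosome 5, 32136472 to 32157840) rose from 66.3 ± 9.52 TPM in control to 147 ± 22.1 TPM in IF mice (log2 fold change of 1.15, standard error 0.19, adjusted p = 0.000201) and was at 112 ± 35.2 TPM in PBMC and 79.8 ± 19.1 TPM in PBMC-hCG mice (SD, n = 5 each), with a log2 fold change of -0.90 (standard error 0.19, adjusted p = 0.0258) against IF. Msx1 (NCBI gene 17701, chromosome 5, 37820491 to 37824585) was at 78.2 ± 23.4 TPM in control, 56.7 ± 13.8 TPM in IF, 66.7 ± 5.88 TPM in PBMC and 80.6 ± 6.19 TPM in PBMC-hCG mice (SD, n = 5 each). Neither its fall in the IF group (log2 fold change of -0.43, standard error 0.19, adjusted p = 0.117) nor its rise from IF to PBMC-hCG (log2 fold change of 0.54, standard error 0.19, adjusted p = 0.0623) passed adjustment. Without control replicate 5, the former was -0.65 (adjusted p = 0.00268), and without IF replicate 3 the latter was 0.65 (adjusted p = 0.0224). With quantile normalization the latter had an adjusted p of 0.0481, and with only the compared groups in the fit 0.0422. With a mouse left out, the adjusted p-values of PBMC-hCG against IF rose above 0.05, so that the call was lost, in 8 of 10 fits for Wnt4 (at most 0.129) and in 7 for Stat3 (at most 0.128) and Fosl2 (at most 0.0919). With all genes above 0 in at least 1 library tested, they were 0.0653 for Wnt4 and 0.0645 for Stat3. Over all named genes, 11 of 79 results were weaker in that setting, so other calls close to 0.05 may depend on it too.

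**Figure D3:**
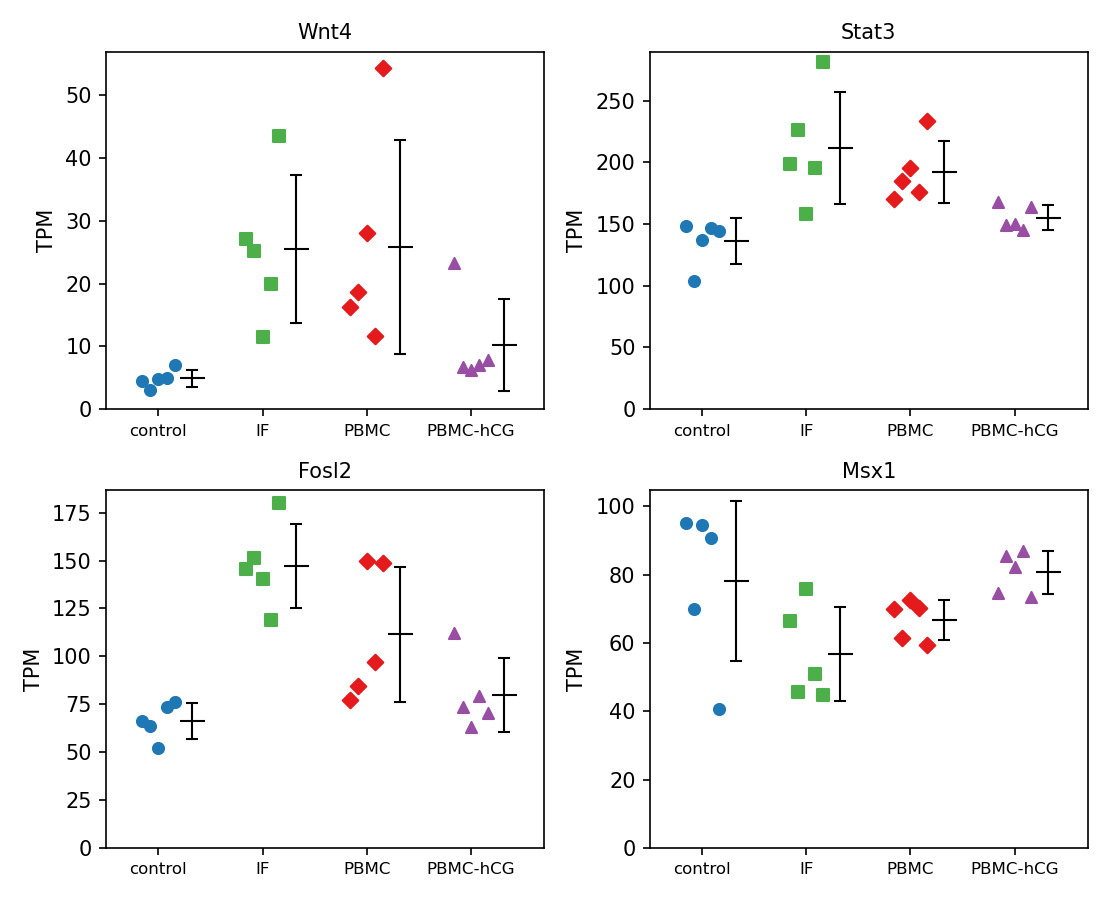
TPM of Wnt4, Stat3, Fosl2 and Msx1 (vertical axes) in each mouse by group, with the mean and SD of 5 mice. The IF means of Wnt4, Stat3 and Fosl2 are 25.5, 212 and 147 TPM against 4.9, 136 and 66.3 TPM in control mice, and Msx1 varies in control mice by 23.4 TPM (SD).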

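Capn6 (NCBI gene 12338, chromosome X, 143802236 to 143827412), which encodes a calpain, was at 10.3 ± 2.91 TPM in control, 5.5 ± 1.35 TPM in IF, 7.85 ± 1.62 TPM in PBMC and 10.7 ± 2.44 TPM in PBMC-hCG mice (SD, n = 5 each). It fell in the IF group (log2 fold change of -0.87, standard error 0.22, adjusted p = 0.00749 with limma) and rose from IF to PBMC-hCG (log2 fold change of 0.94, standard error 0.22, adjusted p = 0.0287). Map2k6 (NCBI gene 26399, chromosome 11, 110399102 to 110525522), a kinase gene, was at 15.1 ± 2.12 TPM in control, 10.1 ± 2.54 TPM in IF, 11.3 ± 2.58 TPM in PBMC and 15 ± 2.49 TPM in PBMC-hCG mice (SD, n = 5 each), with a log2 fold change of -0.60 (standard error 0.18, adjusted p = 0.0214) between IF and control and of 0.59 (standard error 0.18, adjusted p = 0.0407) between PBMC-hCG and IF. With only the compared groups in the fit, the last adjusted p was 0.0527. Impa2 (NCBI gene 114663, chromosome 18, 67289247 to 67319216), an inositol monophosphatase gene, fell from 24.5 ± 2.73 TPM to 15.1 ± 2.67 TPM (log2 fold change of -0.70, standard error 0.17, adjusted p = 0.00624) and was at 17 ± 4.14 TPM with PBMC and 20.7 ± 3.4 TPM with PBMC-hCG (SD, n = 5 each). Its rise from IF to PBMC-hCG did not pass adjustment (log2 fold change of 0.45, standard error 0.17, adjusted p = 0.0751), and passed at 0.0274 without PBMC-hCG replicate 1. With a mouse left out, the adjusted p of this rise was above 0.05 in 7 of 10 fits for Capn6 (at most 0.0989) and Map2k6 (at most 0.134), and at most 0.211 for Impa2. For Map2k6, that of the fall in the IF group was 0.0662 without IF replicate 5. Each gene changed by less than 2-fold in these comparisons.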

The expression of *Capn6*, *Map2k6*, and *Impa2*, which are included in the endometrial receptivity array (ERA) gene list [27] and are known to be dysregulated by controlled ovarian stimulation, was also ameliorated in the PBMC-hCG group. However, the dysregulated expression of progesterone receptor target genes (*Ihh*, *Gata2*, and *Hand2*) and *Lif*, which are important for embryo implantation, was not corrected by PBMC administration (Fig. 5b).

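Ihh (NCBI gene 16147, chromosome 1, 74945315 to 74951672) was at 28.8 ± 18.7 TPM in control, 36.9 ± 17.7 TPM in IF, 41.4 ± 15.6 TPM in PBMC and 15.6 ± 6.97 TPM in PBMC-hCG mice (SD, n = 5 each). The IF and control groups did not differ by more than the spread between mice (log2 fold change of 0.53, standard error 0.57, adjusted p = 0.569 with limma), and without control replicate 2 the log2 fold change was -0.01. Between PBMC-hCG and IF it was -1.1 (standard error 0.57, adjusted p = 0.178), and without IF replicate 3 it was -1.59 (adjusted p = 0.0344). Gata2 (NCBI gene 14461, chromosome 6, 88193891 to 88207032) was at 66 ± 10.1 TPM, 71.2 ± 6.82 TPM, 73.1 ± 4.27 TPM and 72.9 ± 2.65 TPM in the same order (SD, n = 5 each), with a log2 fold change of 0.12 (standard error 0.08, adjusted p = 0.361) between IF and control and of 0.04 (adjusted p = 0.776) between PBMC-hCG and IF. The latter was -0.01 with trimmed mean scaling and -0.001 without IF replicate 3. Hand2 (NCBI gene 15111, chromosome 8, 57320983 to 57324517) was at 128 ± 41.4 TPM in control, 104 ± 15.9 TPM in IF, 83.4 ± 8.4 TPM in PBMC and 85.8 ± 5.7 TPM in PBMC-hCG mice (SD, n = 5 each), with a log2 fold change of -0.26 (standard error 0.15, adjusted p = 0.252) between IF and control and of -0.26 (standard error 0.15, adjusted p = 0.228) between PBMC-hCG and IF. Lif (NCBI gene 16878, chromosome 11, 4257568 to 4272514) was at 11.9 ± 9.5 TPM in control, 4.92 ± 1.71 TPM in IF, 3.54 ± 1.46 TPM in PBMC and 2.03 ± 1.03 TPM in PBMC-hCG mice (SD, n = 5 each). Its log2 fold change was -0.62 (standard error 0.66, adjusted p = 0.555) between IF and control and -1.33 (standard error 0.66, adjusted p = 0.158) between PBMC-hCG and IF. Control mice ranged from 0.976 TPM in replicate 2 to 22.2 TPM in replicate 1, and without replicate 2 the former was -1.31 (adjusted p = 0.0726).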

**Fig. 5:**
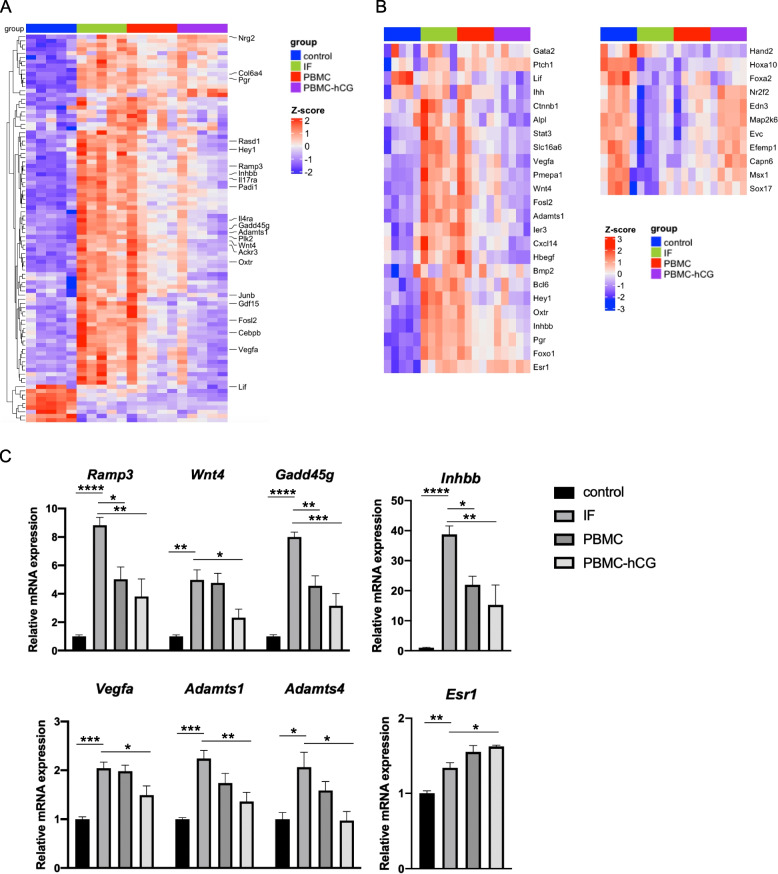
Expression of estrogen-responsive genes and uterine function-related genes. Abnormal expression of estrogen-responsive genes and genes involved in decidualization and endometrial epithelial polarity was rescued by the administration of PBMCs, especially hCG-treated PBMCs. **a** Heatmap of the estrogen-responsive genes in the mouse uterus of DEGs in IF versus control mice. **b** Heatmap of embryo implantation and uterine function-associated genes. **c** Quantification of estrogen-responsive genes and estrogen receptor α gene in 3.5 dpc uteri of each group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005, **** *p* < 0.0001

qRT-PCR also confirmed that the expression of estrogen-activated genes (*Inhbb*, *Ramp3*, *Wnt4*, *Gadd45g*, *Vegfa*, *Adamts1*, and *Adamts4*) was rescued in PBMC-treated mice, especially in the PBMC-hCG group (Fig. 5c). To investigate the causes of these changes in estrogen-responsive genes, we examined the blood estrogen levels and estrogen receptor expression in the endometrium on day 3.5. Estrogen receptor α was upregulated in both the IF and PBMC-hCG groups and was not suppressed by PBMC administration (Fig. 5c). Plasma estradiol levels did not differ significantly between the IF versus control and IF versus PBMC/PBMC-hCG groups (Fig. S5, Additional file 7).

### Changes in inflammation-related genes by PBMC administration

Because many of the cytokine genes were expressed at very low levels in the mouse uterus and comparative analysis of their expression changes was difficult, we examined the gene expression of receptors and downstream signaling molecules of cytokines (interleukins, chemokines, and TNF). 

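The files list 115 genes of interleukins, chemokines, interferons, colony-stimulating factors and TNF family ligands, chosen by their symbols with receptors left out. Of these, 66 (57.4%) had a mean of less than 1 TPM over the 20 libraries, and 22 were listed at 0 in every library. The share below the limit in single libraries varied with an SD of 1.57 percentage points. At a limit of 5 TPM the share was 72.2%, and at 0.5 TPM it was 52.2%. The highest means were those of the chemokine genes Cxcl12 at 532 TPM, Ccl21a at 359 TPM, Ccl8 at 260.4 TPM, Cxcl14 at 149 TPM and Ccl6 at 107 TPM. Of the genes, 52 were above 0 in all libraries and could be tested, and 4 of them were DEGs between IF and control and 3 between PBMC-hCG and IF.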

Dysregulated genes related to IL-1, IL-6, IL-17, and TNF signaling were ameliorated in the PBMC-hCG group (Fig. 6a). In addition, many downstream genes of inflammation-related molecules included in the top 20 upstream factors of the DEGs were activated in the IF group and suppressed in the PBMC-hCG group (Fig. 6b). 

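Of the 30 genes labelled in Fig. 6a that were tested, 22 were higher and 8 lower in the IF than in the control group, with 18 past an adjusted p of 0.05 with limma over all genes and 19 adjusted over the list alone. The list was drawn from DEGs of these libraries and is not independent evidence. Its score was 0.671 higher in IF than in control mice (exact permutation test, p = 0.00794, adjusted 0.0185). PBMC-hCG and IF differed by -0.523 (exact p = 0.0238, adjusted 0.0444), PBMC and IF by -0.0848 (exact p = 0.524, adjusted 0.741) and PBMC-hCG and PBMC by -0.438 (exact p = 0.0317, adjusted 0.162). Without PBMC-hCG replicate 3, the last was -0.401 (exact p = 0.0556). Toward control moved 26 genes with PBMC-hCG and 23 with PBMC. In simulation, as many did in 4 and 15 of 100 simulated unchanged groups that share the IF libraries (median 15). With PBMC-hCG, 16 genes passed adjustment over all genes and 22 over the list alone. PBMC-hCG replicate 1 had a score of 0.263 and the other 4 mice of its group -0.370 to -0.294. Il17ra (NCBI gene 16172, chromosome 6, 120463181 to 120483731), the interleukin 17 receptor A gene, rose from 16.6 ± 1.14 TPM in control to 45.4 ± 10.1 TPM in IF mice (log2 fold change of 1.42, standard error 0.15, adjusted p = 2.44e-06) and was at 31.7 ± 6.5 TPM in PBMC and 26.2 ± 4.73 TPM in PBMC-hCG mice (SD, n = 5 each), with a log2 fold change of -0.78 (standard error 0.15, adjusted p = 0.0258) against IF. Ccl11 (NCBI gene 20292, chromosome 11, 82057832 to 82062955), the eotaxin gene, rose from 18.1 ± 1.29 TPM to 87.5 ± 18.4 TPM (log2 fold change of 2.24, standard error 0.21, adjusted p = 6.15e-07) and was at 72 ± 28.5 TPM with PBMC and 46.5 ± 13.3 TPM with PBMC-hCG (SD, n = 5 each), with a log2 fold change of -0.92 (standard error 0.21, adjusted p = 0.0264) against IF. For both genes, the adjusted p against IF was above 0.05 in 7 of 10 fits with a mouse left out, and at most 0.0919.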

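The 36 tested genes labelled in Fig. 6b comprised 30 that were higher and 6 that were lower in the IF than in the control group, with 34 past an adjusted p of 0.05 with limma over all genes and 34 adjusted over the list alone. The paper describes them as downstream genes of inflammatory molecules, which its upstream analysis had found from DEGs of these libraries, so the counts are not independent evidence. In the PBMC-hCG group, 32 were lower and 4 higher than in IF mice, with 31 past adjustment over all genes and 34 over the list alone. Toward control moved 30 genes. The same number or more did in 13 of 100 simulated unchanged groups that share the IF libraries. The score was 0.714 ± 0.282 in IF, -0.703 ± 0.146 in control, 0.313 ± 0.516 in PBMC and -0.323 ± 0.409 in PBMC-hCG mice (SD, n = 5 each). The difference was 1.42 between IF and control (exact permutation test, p = 0.00794), -1.04 between PBMC-hCG and IF (exact p = 0.00794, adjusted 0.0247), -0.401 between PBMC and IF (exact p = 0.151, adjusted 0.556) and -0.636 between PBMC-hCG and PBMC (exact p = 0.0635, adjusted 0.162). Without PBMC-hCG replicate 1, the last was -0.800 (exact p = 0.0159). Tnc (NCBI gene 21923, chromosome 4, 63959785 to 64047015), the tenascin C gene, was at 19.7 ± 8.14 TPM in control, 129 ± 82.1 TPM in IF, 112 ± 78.1 TPM in PBMC and 34.5 ± 33.8 TPM in PBMC-hCG mice (SD, n = 5 each), with a log2 fold change of 2.54 (standard error 0.60, adjusted p = 0.00515) between IF and control and of -2.02 (standard error 0.60, adjusted p = 0.0393) between PBMC-hCG and IF. The latter adjusted p was above 0.05 in 7 of 10 fits with a mouse left out, and at most 0.129. Inhbb, also in this list, had a log2 fold change of -2.03 (standard error 0.50, adjusted p = 0.0287) between PBMC-hCG and IF, and this call was lost in 7 of 10 such fits (adjusted p of at most 0.0991).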

PCR validation also showed that IL17, TNF, chemokine signaling-related molecules, and genes downstream of TNF or LPS were downregulated in the PBMC-hCG group (Fig. 6c). We also evaluated the GR gene expression, which is thought to be involved in the regulation of inflammatory responses, and found that the GR gene (*Nr3c1*) RNA level was upregulated in the PBMC and PBMC-hCG groups compared to that in the IF group (Fig. 6d). GRα, which is involved in the suppression of inflammatory responses, was significantly upregulated in the PBMC-hCG group, while GRβ, which inhibits GRα, was not altered in the PBMC and PBMC-hCG groups (Fig. 6d). Plasma corticosterone levels on the evening of day 3.5 did not differ between the IF and control groups, and were not altered by PBMC/PBMC-hCG administration (Fig. 6e). Additionally, the RNA-seq results revealed a strong correlation between the expression of GR (*Nr3cl*) and implantation-related genes *Msx1* and *Oxtr* in each sample (IF, PBMC, and PBMC-hCG groups; Fig. S6, Additional file 8).

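Nr3c1 (NCBI gene 14815, chromosome 18, 39410545 to 39519421), the glucocorticoid receptor gene, was at 20.2 ± 1.22 TPM in control, 23.8 ± 2.67 TPM in IF, 26.7 ± 2.36 TPM in PBMC and 31.1 ± 2.2 TPM in PBMC-hCG mice (SD, n = 5 each). Between PBMC-hCG and IF the log2 fold change was 0.39 (standard error 0.08, adjusted p = 0.0258) with limma, and this call was lost in 7 of 10 fits with a mouse left out (adjusted p of at most 0.0919). Between PBMC and IF it was 0.17 (standard error 0.08, adjusted p = 0.731), and between IF and control 0.23 (standard error 0.08, adjusted p = 0.0514, and 0.0129 without IF replicate 5). Over the 15 mice of the IF, PBMC and PBMC-hCG groups, log2(TPM + 0.1) of Nr3c1 and Msx1 had a Pearson correlation of 0.909 (permutation p = 1e-05, the smallest that 100000 permutations give) and a Spearman correlation of 0.9 (p = 2e-05). Without the 2 mice farthest from the median of Nr3c1, r was 0.863. For Nr3c1 and Oxtr, Pearson's r was -0.930 (permutation p = 2e-05), Spearman's rho -0.9 (p = 3e-05) and r without the 2 mice farthest from the median -0.898. Adjusted over these 2 relations, the permutation p of Pearson's r was 2e-05 for each. On deviations from the group means, r was 0.786 for Msx1 (permutation within groups, p = 0.00013) and -0.846 for Oxtr (p = 0.00011). When the 5 control mice were added, r was 0.387 for Msx1 (permutation p = 0.0926) and 0.138 for Oxtr (p = 0.559).

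**Figure D4:**
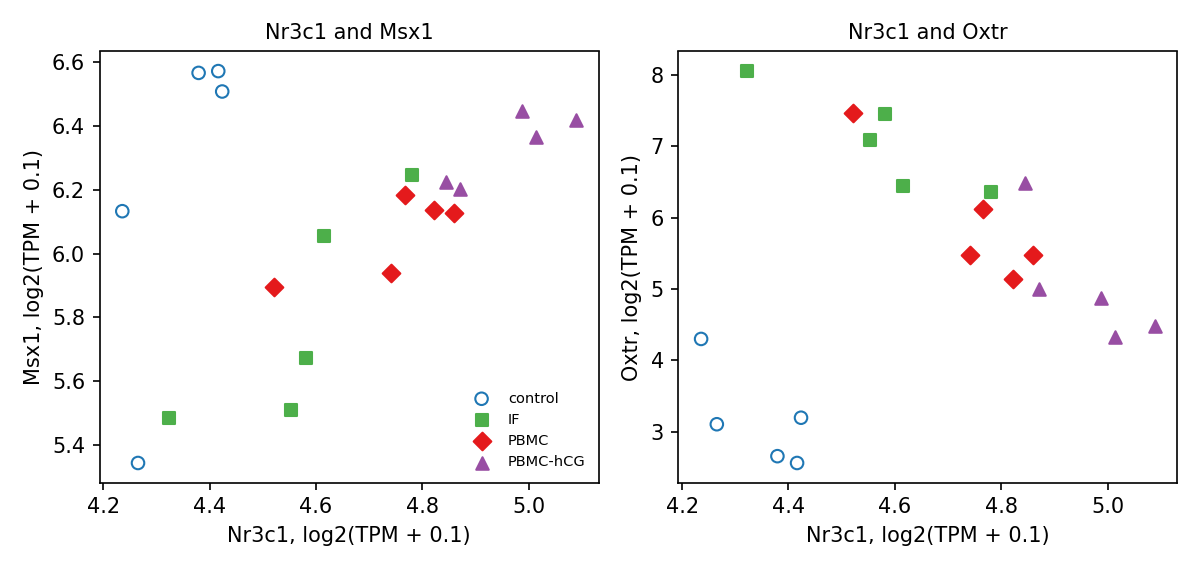
log2(TPM + 0.1) of Nr3c1 (horizontal axes) against Msx1 (left) and Oxtr (right), with a point per mouse. Filled points are the 15 mice of the IF, PBMC and PBMC-hCG groups, with r of 0.909 for Msx1 and -0.930 for Oxtr, and open circles are the 5 control mice.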

**Fig. 6:**
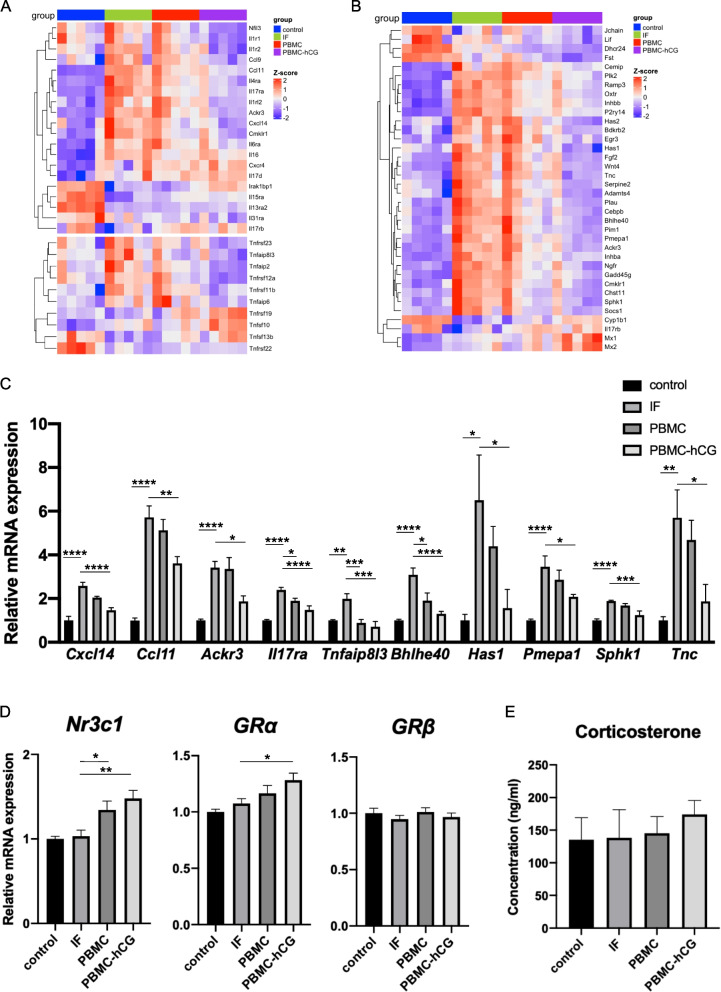
Expression of inflammation-related genes. PBMC administration suppressed genes associated with interleukin and TNF signaling and downstream genes of inflammation-related molecules, with increased expression of glucocorticoid receptor-α. **a** Heatmap of immune-related genes, including cytokine or chemokine ligands, receptors, and TNF signaling proteins, in DEGs between IF versus control or PBMC-hCG versus IF. **b** Heatmap of downstream genes of inflammatory molecules (TNF, IL-6, LPS, NFκBIA, and RELA). **c** Normalized gene expression levels from the RNA-seq data of representative inflammation-related genes in each group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005, **** *p* < 0.001. **d** Quantification of glucocorticoid receptor mRNA in 3.5 dpc uteri of each group. * *p* < 0.05, ** *p* < 0.01. **e** Plasma corticosterone concentration in the evening at 3.5 dpc (*n* = 4–5 per each group). No significant difference was observed by one-way ANOVA test

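The 10 genes of Fig. 6c were all higher in IF than in control mice and all lower in PBMC-hCG than in IF mice. All 10 also moved toward control in 14 of 100 simulated unchanged groups that share the IF libraries. Their mean z-score was 1.9 higher in IF than in control mice (exact permutation test, p = 0.00794), and the difference from IF was -1.5 with PBMC-hCG (exact p = 0.00794, adjusted 0.0247) and -0.605 with PBMC (exact p = 0.159, adjusted 0.556). Between PBMC-hCG and PBMC it was -0.898 (exact p = 0.0556, adjusted 0.162). Of the 10 genes, 9 had an adjusted p under 0.05 with limma between IF and control (10 adjusted over the list alone) and 10 between PBMC-hCG and IF (10 adjusted over the list alone). The paper's legend presents them as representative genes from the RNA-seq data, so the counts are not independent evidence. Its text presents the same figure as PCR, and its primer list holds each gene named in this paragraph. PCR values of the paper were not analysed here. In the order control, IF, PBMC and PBMC-hCG (SD, n = 5 each), Cxcl14 (NCBI gene 57266, chromosome 13, 56288643 to 56296811) was at 113 ± 50.1 TPM, 219 ± 75.6 TPM, 150.1 ± 41.9 TPM and 114 ± 26.9 TPM, and Ackr3 (NCBI gene 12778, chromosome 1, 90203980 to 90215724) at 45 ± 4.37 TPM, 144 ± 35.7 TPM, 131 ± 56.3 TPM and 73.2 ± 27.1 TPM. Tnfaip8l3 (NCBI gene 244882, chromosome 9, 54025606 to 54068411) was at 23 ± 3.59 TPM, 43.3 ± 20.5 TPM, 25 ± 13.6 TPM and 19.7 ± 11.9 TPM, and Bhlhe40 (NCBI gene 20893, chromosome 6, 108660629 to 108666925) at 20.5 ± 5.11 TPM, 57.2 ± 12.4 TPM, 47 ± 28.1 TPM and 24.7 ± 7.16 TPM. Pmepa1 (NCBI gene 65112, chromosome 2, 173224458 to 173276731) was at 11.8 ± 1.47 TPM, 38.5 ± 16.8 TPM, 30.1 ± 13.7 TPM and 16.8 ± 5.36 TPM, and Sphk1 (NCBI gene 20698, chromosome 11, 116530836 to 116536675) at 18.7 ± 4.42 TPM, 56.1 ± 24 TPM, 35 ± 17.7 TPM and 21 ± 9.96 TPM. Has1 was at 4.36 ± 2.26 TPM, 20.1 ± 9.88 TPM, 15.2 ± 12 TPM and 3.11 ± 2.43 TPM. Over all 10 genes, the log2 fold changes lay between -2.82 and -0.782 for PBMC-hCG against IF and between 0.80 and 2.54 for IF against control. Among the genes listed here, those between PBMC-hCG and IF lay between -2.82 for Has1 and -0.91 for Cxcl14. Those between IF and control lay between 0.80 for Tnfaip8l3 (adjusted p = 0.118) and 2.19 for Has1 (adjusted p = 0.0106). With a mouse left out, the adjusted p between PBMC-hCG and IF was above 0.05 in 7 of 10 fits for each of these genes, and at most 0.128 for Cxcl14, 0.126 for Tnfaip8l3, 0.0989 for Ackr3, Bhlhe40 and Pmepa1, and 0.0919 for Sphk1 and Has1.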

## Discussion

RIF is a major challenge in reproductive medicine, often linked to dysregulated endometrial receptivity and inflammatory responses. Our analysis revealed that intrauterine PBMC administration decreases the expression of estrogen-responsive and inflammation-related genes in the endometrium during the implantation phase. We also confirmed for the first time that hCG enhances the therapeutic effect of PBMC administration in vivo. In this study, we demonstrated that intrauterine administration of PBMC not only increased the number of embryo implantations, as previously reported [15, 17], but also improved the rate of normal embryo implantation in a mouse model of implantation failure. Studies in mice and in vitro study using human cells [18] have suggested that PBMCs improve endometrial receptivity; however, for ethical reasons, collecting endometrial samples from patients with RIF at the implantation stage after PBMC administration is difficult. Therefore, we performed RNA-seq analysis of the uterus immediately before implantation in this mouse model to investigate the effects of PBMCs on the implantation phase and the underlying mechanism. We further examined the effect of hCG in this study, since hCG-treated PBMC administration is used in many clinical PBMC therapies as immunotherapy with a high level of evidence [28]; however, the efficacy of PBMC therapy with or without hCG has not been verified. The results showed that the number of normal-sized implantation sites, which are considered normallydeveloped, was significantly higher in mice treated with hCG-treated PBMCs than in those treated with PBMCs without hCG. The pregnancy rate and the number of embryo implantations also tended to be higher in mice treated with hCG-treated PBMCs. RNA-seq analysis showed that a large proportion of dysregulated genes in the mouse implantation failure model were rescued by PBMC administration, especially with hCG-treated PBMCs, and the degree of improvement was consistent with the pregnancy outcomes of each group.

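Each mouse was placed on an axis from the mean of the IF group (0) to that of the control group (1) over the 729 genes called when control and IF mice alone were fitted. The treated mice did not enter the axis, and each control or IF mouse was scored with itself left out, which moves these groups inward. The score was 0.877 ± 0.194 in control, 0.101 ± 0.181 in IF, 0.217 ± 0.0897 in PBMC and 0.276 ± 0.0623 in PBMC-hCG mice (SD, n = 5 each). PBMC-hCG and PBMC mice differed by 0.0587 (two-sided exact permutation test, p = 0.278). The difference ranged from 0.0132 without control replicate 2 to 0.122 without IF replicate 3, and its direction changed with the genes used. With a mean of at least 1 TPM as the filter it was -0.0766 (exact p = 0.0397), and with all genes above 0 in at least 1 library -0.00398 (exact p = 0.897). Against the IF group, the score differed by 0.175 for PBMC-hCG (exact p = 0.0714) and by 0.116 for PBMC (exact p = 0.230), comparisons that were added after the first was seen. These differences moved with the settings in both directions. With a mean of at least 1 TPM as the filter, the means were 0.179 in PBMC-hCG and 0.164 in IF mice (exact p = 0.889). Without IF replicate 1, the exact p was 0.0159 for PBMC-hCG and 0.0476 for PBMC. Both treated groups scored below the control group (difference -0.601 for PBMC-hCG and -0.660 for PBMC, exact p = 0.00794 for each). In the comparison with control mice, 625 genes were DEGs in the PBMC group, 551 of them past adjustment with limma, and 887 in the PBMC-hCG group, 830 past adjustment. Without control replicate 2, the DEGs numbered 728 and 1204. The untreated IF group had 754 DEGs against control, and 896 without control replicate 2. By this count, PBMC-hCG mice were thus not nearer to control than IF mice.

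**Figure D5:**
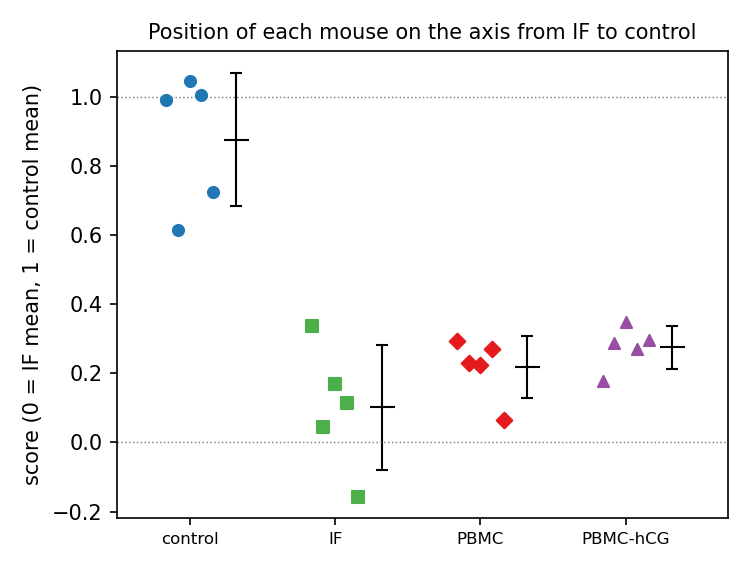
Score of each mouse on the axis from the IF mean (0) to the control mean (1), with the mean and SD of each group of 5 mice. Control and IF mice were scored with themselves left out of the axis, and the means are 0.877 in control, 0.101 in IF, 0.217 in PBMC and 0.276 in PBMC-hCG mice.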

Among the various factors required for successful embryo implantation into the endometrium, steroid hormones, especially progesterone and estrogen, are important. Excessive estrogen just before the implantation phase increased uterine fluid levels via altered aquaporin expression, resulting in implantation failure in mice [29]. Conversely, progesterone suppresses estrogenic effects, thereby creating the endometrial environment necessary for embryo implantation during the implantation phase [30]. A meta-analysis on the transcriptome analysis of the endometrium of patients with RIF identified ESR1 as a common upstream factor of dysregulated genes in RIF [31]. The estrogen/progesterone signaling balance of the endometrium is crucial for embryo implantation and an imbalance in estrogen action could be a cause of implantation failure. Examination of implantation-related genes revealed that the abnormal expression of *Msx1* and *Oxtr*, which are regulated by estrogen [32, 33], was rescued by PBMC-hCG treatment. *Msx1/2* suppresses the activity of estrogen-activated genes in the epithelium via *Wnt* and β-catenin signaling, regulates the polarity of epithelial cells during implantation, and is known to be involved in the expression of *Bmp2* required for decidualization [34, 35]. Oxytocin signaling enhances uterine contractions, and blocking oxytocin receptor (OXTR) using antagonists has been shown to improve IVF outcomes [36]. In our study, the upregulation of genes related to uterine contractions, including *Oxtr*, was normalized by PBMC-hCG. 

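Oxtr (NCBI gene 18430, chromosome 6, 112473683 to 112491035), the oxytocin receptor gene, was at 9.83 ± 5.63 TPM in control, 149 ± 75.4 TPM in IF, 73.8 ± 58.4 TPM in PBMC and 38.4 ± 28.7 TPM in PBMC-hCG mice (SD, n = 5 each). It was higher in IF than in control mice (log2 fold change of 3.92, standard error 0.47, adjusted p = 1.02e-05 with limma) and lower in PBMC-hCG than in IF mice (log2 fold change of -2.05, standard error 0.47, adjusted p = 0.0277, and above 0.05 in 7 of 10 fits with a mouse left out, at most 0.0978). The change from IF to PBMC did not pass adjustment (log2 fold change of -1.14, standard error 0.47, adjusted p = 0.701). Of the 30 muscle contraction genes of Fig. S4 that were DEGs of the IF group, 27 moved toward control with PBMC-hCG and 26 with PBMC, and 9 and 4 of them were DEGs against IF. As many moved toward control in 0 and 1 of 100 simulated unchanged groups that share the IF libraries (median 15).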

Given these findings and the result that estrogen-responsive genes were suppressed by PBMC-hCG, we speculate that PBMC-hCG treatment favorably alters the endometrium and intrauterine environment for embryo implantation by rectifying the aberrant expression of implantation-related genes through improving the balance of estrogenic effects.

In addition to the estrogen/progesterone balance, glucocorticoid signaling is important for establishing and maintaining normal pregnancy. Uterine GR knockout mice display reduced embryo implantation and impaired decidualization [37], and a gene expression analysis comparing the endometrium of RIF and controls reported that immune-related genes are altered in RIF [38–40]. PBMC administration may also improve pregnancy outcomes by modulating glucocorticoid signaling and the inflammatory response in the endometrium, similar to immunosuppressive therapies, thereby improving endometrial receptivity.

PBMC administration suppressed estrogen-responsive genes in the endometrium but did not reduce estrogen receptor (ER) expression or blood levels of estradiol, the ER ligand. In addition, it did not lead to certain directional changes in the expression of progesterone downstream genes, nor did it ameliorate the decrease in *Hand2* expression, which is involved in suppressing estrogen signaling downstream of progesterone, suggesting that PBMC administration does not suppress estrogen signaling via the regulation of progesterone signaling. By contrast, the expression of GRα, the receptor mediating glucocorticoid action, in the endometrium was significantly upregulated in the PBMC-treated group. In addition, the RNA-seq results showed a strong correlation between GR (*Nr3cl*) and *Msx1* and *Oxtr* expression, suggesting that an altered GR expression improves the expression of these implantation-related genes.

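A list of 16 progesterone-responsive genes written from general knowledge, which includes Ihh, Gata2 and Hand2, scored 0.230 ± 0.635 in control, -0.211 ± 0.323 in IF, 0.0317 ± 0.194 in PBMC and -0.0505 ± 0.135 in PBMC-hCG mice (SD, n = 5 each). The groups did not differ by more than the spread between mice, with a difference of -0.442 between IF and control (exact permutation test, p = 0.222, adjusted 0.296), of 0.161 between PBMC-hCG and IF (exact p = 0.310, adjusted 0.362) and of 0.243 between PBMC and IF (exact p = 0.206). Without control replicate 2, which had the lowest score of its group, IF and control differed by -0.709 (exact p = 0.0556), and without IF replicate 3 PBMC-hCG and IF differed by 0.0565 (exact p = 0.738). A mean of log2 values in place of z-scores gave -0.0202 between PBMC-hCG and IF. Of the 16 genes, 5 differed between IF and control past adjustment with limma over all genes (6 adjusted over the list alone) and 3 between PBMC-hCG and IF (3 adjusted over the list alone), with 10 genes higher and 6 lower in PBMC-hCG mice.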

Both ER and GR affect each other's transcriptional activity through common DNA-binding regions and transcriptional regulators, and several genes are regulated by both estrogen and glucocorticoids in various tissues [41–43]. Some gene clusters are antagonistically regulated by estrogen and glucocorticoids in human endometrial epithelial cell lines and in mouse and rat uteri [44–46], probably through ER- and GR-mediated antagonism [43, 46]. Inflammatory cytokines such as IL-1β and TNF-α have been reported to increase GR expression in endometrial stromal cells [47, 48], and inflammatory stimulation using LPS increased GRα expression in multiple cell types [49]. Considering these findings and our results, PBMC administration may potentially increase GR expression and enhance GR signaling via inflammatory cytokines that could be locally produced by PBMC themselves. This might lead to the suppression of the ER transcriptional activity through the interaction between GR and ER and the restoration of dysregulated genes that are activated by estrogen (Fig. 7). However, further studies are required to confirm this proposed mechanism.

**Fig. 7:**
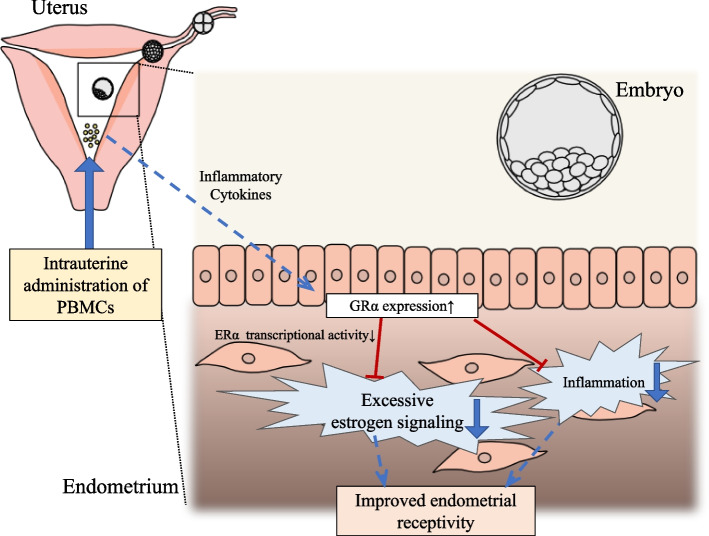
Schematic diagram illustrating the presumed mechanisms of improvement in endometrial receptivity by PBMC treatment. Intrauterine administration of PBMCs improves endometrial receptivity, possibly by inflammatory cytokine production and the subsequent modulation of glucocorticoid receptor expression. This downstream effect suppresses excessive estrogen and inflammatory signaling, thereby improving the endometrial receptivity

In this study, mice treated with PBMC-hCG exhibited outcomes more closely resembling those of normal pregnant mice compared to mice treated with PBMC, both in terms of pregnancy and endometrial gene expression. hCG acts on the endometrium to regulate LIF and VEGF expression, induces immune tolerance by enhancing tolerogenic dendritic cells, regulatory T cells, and regulatory B cells, and enhances the interaction between the embryo and endometrium [50–54]. Conversely, the supplementation of hCG in PBMC culture increases the production of inflammatory cytokines such as IL-1β, TNFα, and IL-8 by PBMCs [7, 15, 55]. Thus, the enhanced effect of PBMC therapy on the endometrium with the addition of hCG is presumably attributed not only to the direct regulatory effect of hCG on the endometrium but also to the increased action of PBMC-derived cytokines, which are amplified by hCG. However, further investigations are required to clarify the factors that contribute to this enhanced therapeutic effect.

One limitation of this study is that we could not examine the effects of PBMC administration on the human endometrium. However, collecting endometrial samples from patients with RIF during the implantation stage is ethically challenging. Additionally, the 2D cultures of human implantation models cannot fully mimic the intrauterine environment. The 3D implantation model is a promising tool for representing in vivo human endometrial function, and verification of the action of PBMCs on embryo implantation using this model is expected in future studies.

## Conclusions

In conclusion, we demonstrated for the first time that intrauterine PBMC administration, especially after hCG-added culture, improves embryo implantation by normalizing aberrant gene expression in the endometrium during the implantation phase by suppressing excessive estrogen-regulated gene activity and inflammation. Our data suggest that PBMC therapy is effective in correcting impaired embryo receptivity due to hormonal imbalance in the endometrium. However, further examination in humans is warranted.

## Supplementary Information

Additional file 1: Supplemental Tables S1 and S2. Antibodies used in immunostaining and primers utilized for real-time q-PCR.

Additional file 2. Material and Methods (detailed).

Additional file 3: Fig. S1. Effect of hCG-treated PBMC administration on uterine morphology at the peri-implantation stage. Immunohistochemical analysis of the morphology and ki-67 expression in each group of uteri on the morning and evening of 3.5 dpc. Samples were not collected from the IF group on the morning of 3.5 dpc, as RU486 was administered to this group on the morning of 3.5 dpc. The scale bar represents 1 mm.

Additional file 4: Fig. S2. HE stained histological images of uteri in the PBMC and IF group at 7.5 dpc. Uteri of the PBMC group mice showed different histology depending on the size of the implantation site (normal, intermediate, or small) (a). Uteri of the IF group mice showed no fetus or changes of surrounding tissue (b). The scale bar represents 500 µm.

Additional file 5: Fig. S3. Principal component analysis (PCA) of RNA-seq data. The PCA of all 20 samples showed that the PBMC-hCG group had relatively similar gene expression to that of the control group in PC2. The distribution of the PBMC group was intermediate between that of the IF and PBMC-hCG groups, consistent with pregnancy outcomes.

Additional file 6: Fig. S4. Relative expression of genes in enriched GO terms. The heatmap shows the relative expression of DEGs in GO terms related to female reproduction and GPCR, including chemokine and growth factor receptors. Ca signaling = Calcium ion transport and calcium signaling pathway.

Additional file 7: Fig. S5. Plasma level of β-estradiol in each group on the evening of 3.5 dpc. HCG-treated PBMC administration did not affect plasma E2 level at peri-implantation stage.

Additional file 8: Fig. S6. Correlation between the expression levels of GR (*Nr3c1*) and *Msx1* and *Oxtr.* The figure shows the correlation of normalized log2 values for *Nr3c1* (glucocorticoid receptor gene), *Msx1*, and *Oxtr* in each sample within the IF, PBMC, and PBMC-hCG groups. Spearman's rank correlation test was performed to determine the strength of the correlation.

## Data Availability

RNA Sequence data that support the findings of this study have been deposited in the Sequence Read Archive with the BioProject accession number PRJNA1171016.

## Abbreviations

ANOVA: One-way analysis of variance
DEG: Differentially expressed genes
GO: Gene ontology
ER: Estrogen receptor
ERA: Endometrial receptivity array
GR: Glucocorticoid receptor
HE: Hematoxylin–eosin
IS: Implantation site
IVF: In vitro fertilization
KEGG: Kyoto Encyclopedia of Genes and Genomes
OXTR: Oxytocin receptor
PBMC: Peripheral blood mononuclear cells
PCA: Principal component analysis
qPCR: Quantitative PCR
RIF: Recurrent implantation failure
TMM: Trimmed mean of M-value

# Supplementary material for: Intrauterine administration of peripheral blood mononuclear cells helps manage recurrent implantation failure by normalizing dysregulated gene expression including estrogen-responsive genes in mice
**Source:** Cell Commun Signal. 2024 Dec 5;22:587. doi: 10.1186/s12964-024-01904-3
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Tables S1 and S2. Antibodies used in immunostaining and primers utilized for real-time q-PCR.

**Additional file 1: Supplemental Tables**

**Table S1. Antibodies used in immunostaining**

| Antibody | Type | Manufacturer | Catalog No. | Dilution for IHC |
| --- | --- | --- | --- | --- |
| Ki-67 | Rat monoclonal | eBioscience | 14-5698-82 | 1:200 |

**Table S2. Primers utilized for real-time q-PCR**

| Gene | Forward | Reverse |
| --- | --- | --- |
| *Adamts1* | AACGGTTCCACATGCAAGAAGATG | TGGTGGCTCCAGCAGGAATTG |
| *Adamts4* | CTGCAGTGCCCGATTCATCAC | TGGCGGTCAGCGTCATAGTC |
| *Esr1* | CTGCGCAAGTGTTACGAAGTG | TCTCTGACGCTTGTGCTTCAAC |
| *Gadd45g* | CCAGGATACAGTTCCGGAAAGC | CACATTGTCAGGGTCCACATTCAG |
| *Inhbb* | AGATCATCAGCTTTGCAGAGACA | CTGGCCTGCACCACGAATAG |
| *Ramp3* | AGAAGGTGGCTGTCTGGAAGTG | TCTCCATCTCGGTGCAGTTAGTG |
| *Vegfa* | CAGCAGATGTGAATGCAGACCAA | GGTGACATGGTTAATCGGTCTTTCC |
| *Wnt4* | GGCACTCATGAATCTTCACAACAAC | GCACGCCAGCACGTCTTTAC |
| *Ackr3* | CCGTCAGGAAGGCAAACCA | CCAGGCTCTGCATAGTCAAACA |
| *Bhlhe40* | AGGATCTCCTACCCGAACATCTC | TCAATGCTTTCACGTGCTTCAAC |
| *Ccl11* | CCAGGCTCTGCATAGTCAAACA | TGTCAAGAGAGGAGGTTGTTTATGG |
| *Cxcl14* | CCTAAGCTGCAGAGCACCAAAC | CCATGATCGTCCACCCTATTCTTC |
| *Has1* | ACGTGAGGTCATGTACACAGCTTTC | AGTGCCATGGGGTCTAGTCTTG |
| *Il17ra* | ACCCAGCACGGAGAATTAGTC | AGCCGCTCATTGGTGTTCAG |
| *Pmepa1* | AACTGCCAGCGCTCTTTGTTC | CGGGCTGACAGCTTGTAGTG |
| *Sphk1* | CAGCCCAGTGCTTCAGTTGTC | GCTCCTGCGTTCAGCTTCTTATC |
| *Tnc* | TGGTCCATCTGGTCTTCTGATAGC | CCAGACACTGTGCGTGTAACTTC |
| *Tnfaip8l3* | CTCCAGACTCTTTGCAGCCCATAC | AAGGGCGAGATTCTTGGAACTAAAC |
| *Nr3c1* | GGTCTGGAGAGGACAACCTGAC | AGCTGGACGGAGGAGAACTCAC |
| *Nr3c1(GRα)* | AAAGAGCTAGGAAAAGCCATTGTC | CTGTCTTTGGGCTTTTGAGATAGG |
| *Nr3c1(GRβ)* | AAAGAGCTAGGAAAAGCCATTGTC | TCAGCTAACATCTCTGGGAATTCA |
| *Rplp0* | CCCTGCACTCTCGCTTTCTG | GACGCGCTTGTACCCATTGA |
| *Gapdh* | GAGTGTTTCCTCGTCCCGTAGAC | TTGATGGCAATCTCCACTTTGC |

# Supplementary material for: Intrauterine administration of peripheral blood mononuclear cells helps manage recurrent implantation failure by normalizing dysregulated gene expression including estrogen-responsive genes in mice
**Source:** Cell Commun Signal. 2024 Dec 5;22:587. doi: 10.1186/s12964-024-01904-3
**Supplement:** Supplementary file 2 — Additional file 2. Material and Methods (detailed).

**Additional file 2: Material and Methods (detailed)**

**Immunohistochemistry**

Frozen sections of the uterine horns were prepared as previously described, with slight modifications. Briefly, the fresh tissue samples of uterine horns were fixed in 4% paraformaldehyde (Nacalai Tesque, Tokyo, Japan) at 4°C for 1 h, transferred into 30% sucrose, embedded in OCT compound (Miles, Elkhart, USA), snap-frozen in liquid nitrogen, and stored at -80°C until use. The embedded tissue samples were sectioned into 8-μm thick sections on glass slides and fixed with acetone (Nacalai Tesque) at -20°C for 5 min.

Antigen retrieval was performed by incubating sections for 20 min in 10 mM citrate buffer (PH 6.0) at 90℃. Then, sections were blocked with 5% goat serum + 0.2% triton X-100 + 0.02% AZ in PBS for 30 min and incubated with primary antibody overnight at 4℃. The sections were treated with 3% H_2_O_2_ in PBS for 10 min to block peroxidase activity. They were then incubated with a biotinylated goat anti-rat secondary antibody (1:1000, Jackson ImmunoResearch, USA) for 30 min, followed by incubation with a streptavidin-peroxidase complex solution (Nichirei Biosciences, Tokyo, Japan) for 30 min. The sections were stained with 3,3′-diaminobenzidine (DAB) and lightly counterstained with hematoxylin. Images of the IHC staining were captured using an optical microscope (IX71; Olympus, Tokyo, Japan).

**Transcriptome data analysis**

GO term and KEGG/Reactome pathway enrichment analyses was performed on DEGs in two comparisons (IF versus control and PBMC-hCG versus IF groups) using gProfiler with the term size set to 4–500 and a corrected p-value threshold of 0.05. Identification of upstream regulators of DEGs in the same two comparisons was performed using the Ingenuity Pathway Analysis software (Qiagen). Upstream molecules were defined as significant by default cut-off values (z-score of ≥ +2 or ≤ -2 predicted activation or inhibition, respectively), and chemical toxicants and complexes were excluded. The top20 molecules were depicted on the graph in order of decreasing p-values of overlap (minimum value in two comparisons), which indicates the significance of overlap between genes in the DEGs and known targets regulated by upstream molecules. Spearman's rank correlation test was performed on the normalized expression values of GR and implantation-related genes for the three groups (IF, PBMC, and PBMC-hCG) to investigate the effect of PBMC administration in the IF model. DEGs extraction, principal component analysis, correlation analysis, and data visualization were performed using R version 4.0.5 (R Core Team 2021, Vienna, Austria).

# Supplementary material for: Intrauterine administration of peripheral blood mononuclear cells helps manage recurrent implantation failure by normalizing dysregulated gene expression including estrogen-responsive genes in mice
**Source:** Cell Commun Signal. 2024 Dec 5;22:587. doi: 10.1186/s12964-024-01904-3

female pregnancy

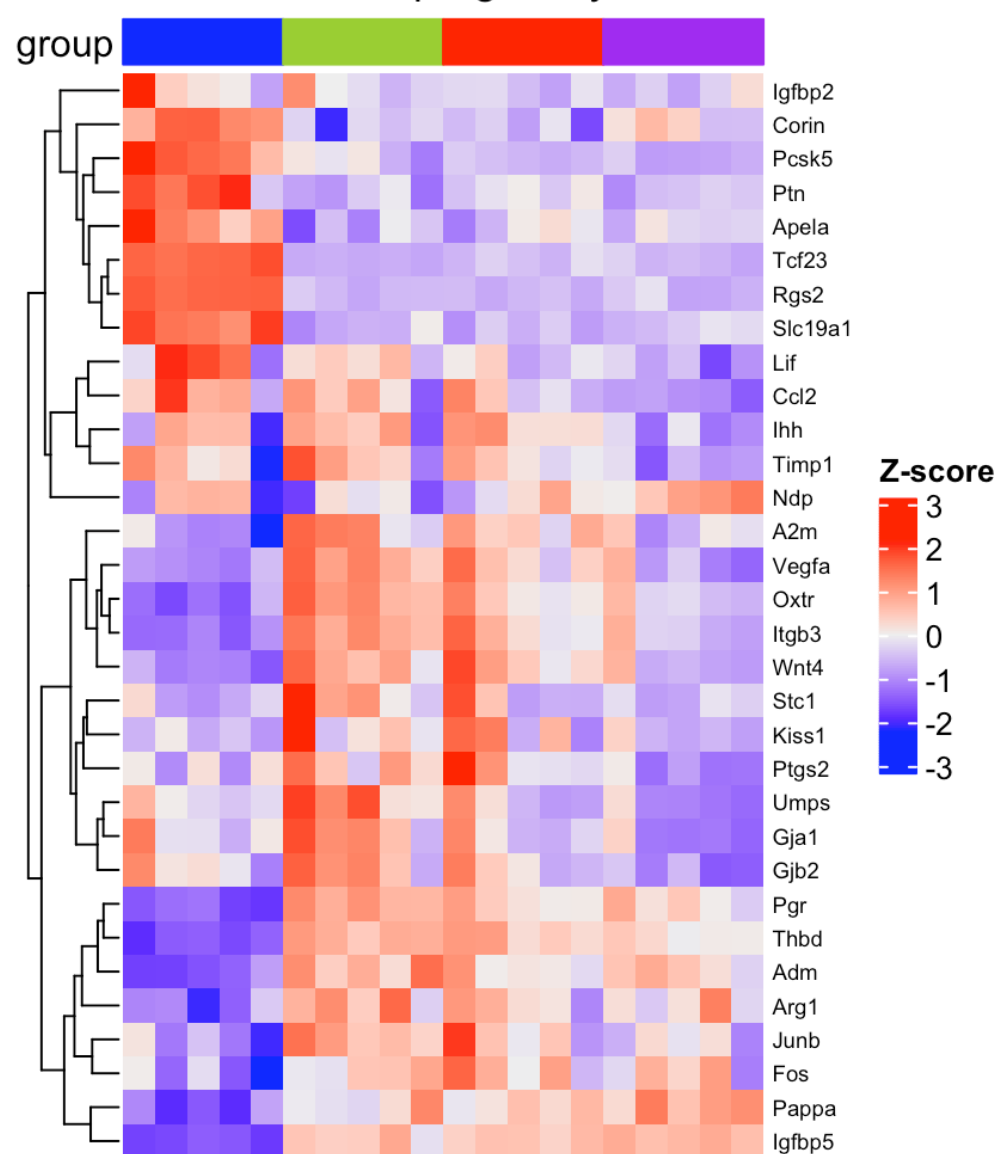

Muscle contraction

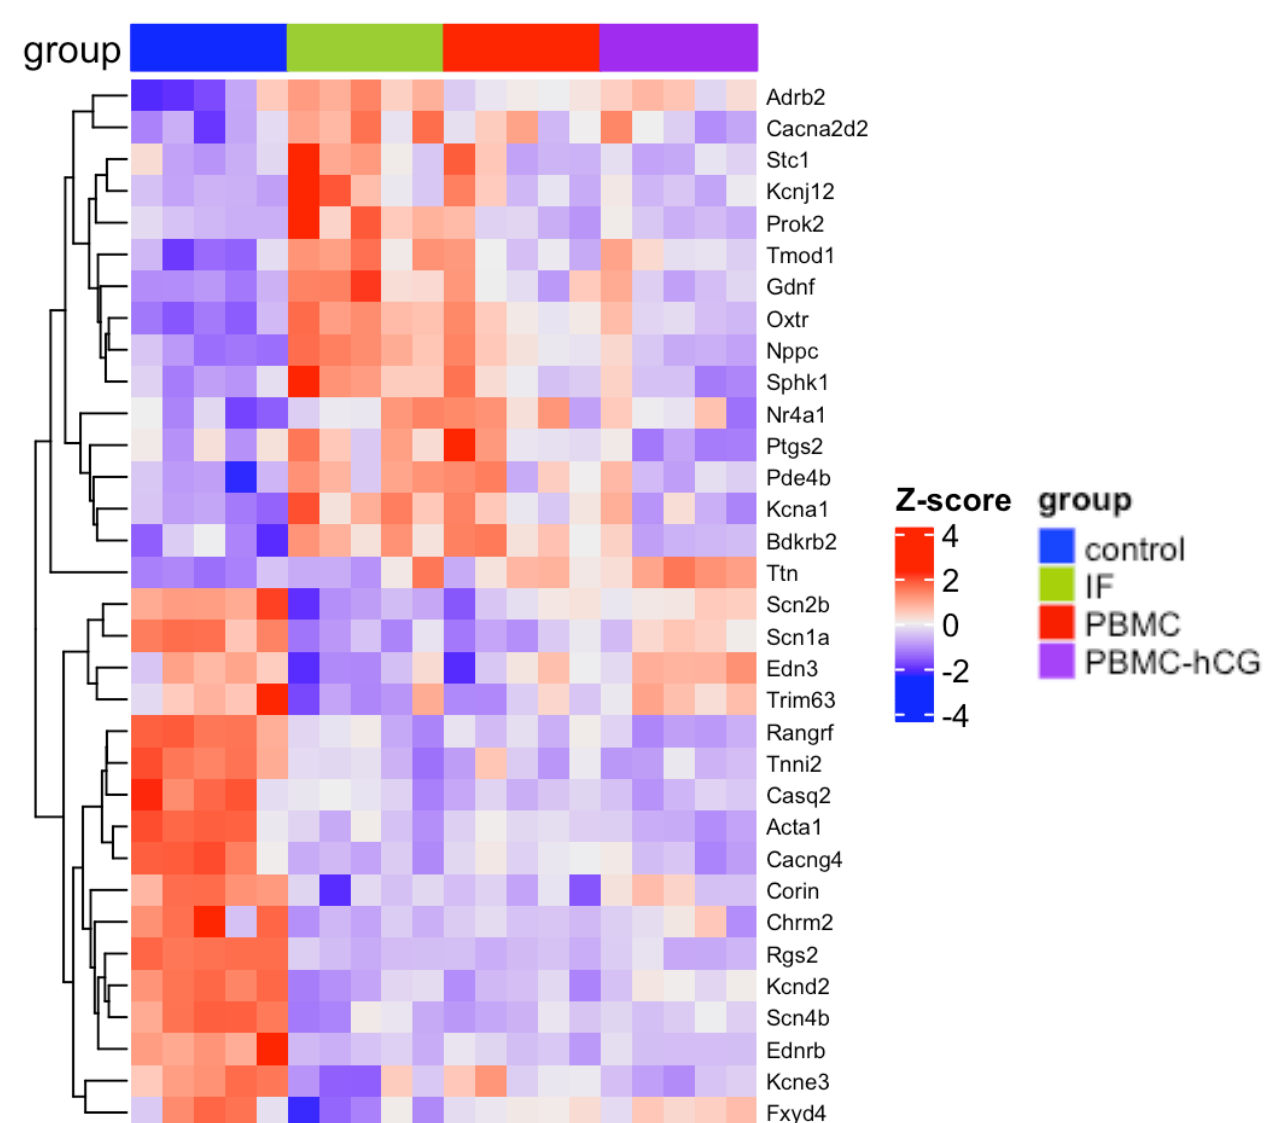

decidualization

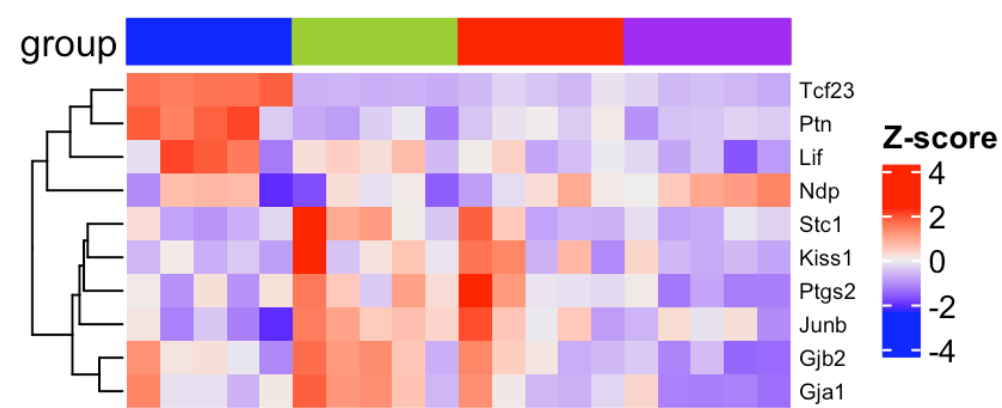

Ca signaling

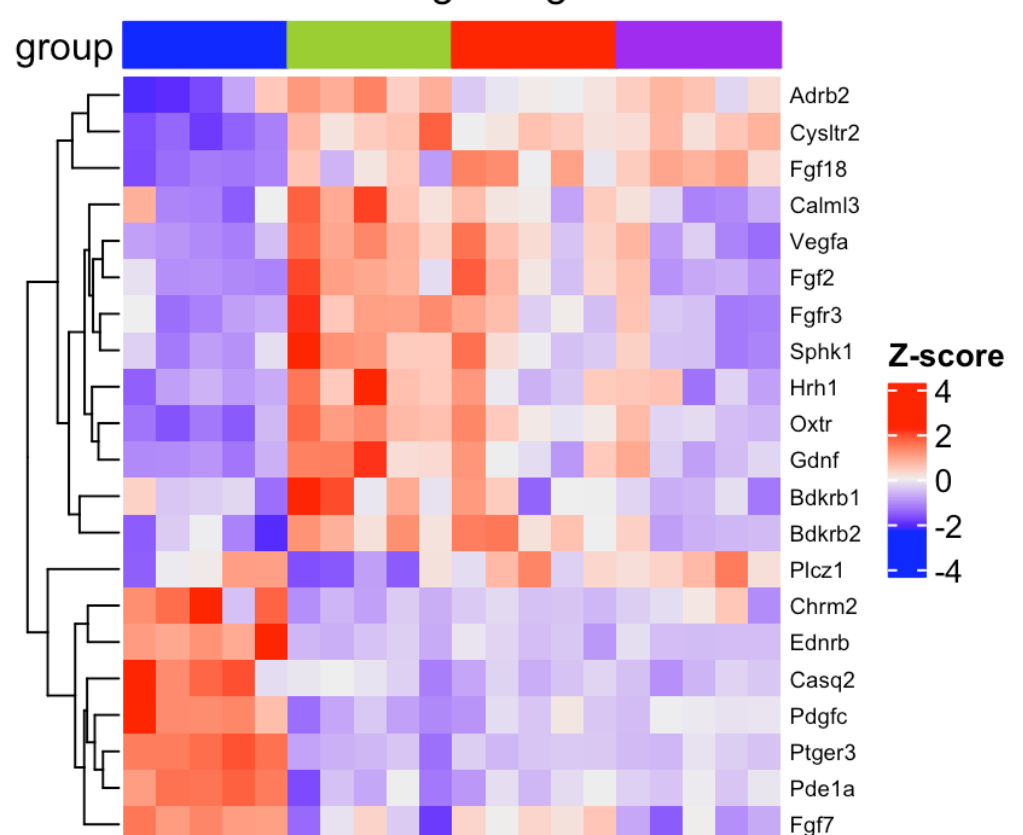

GPCR ligand binding

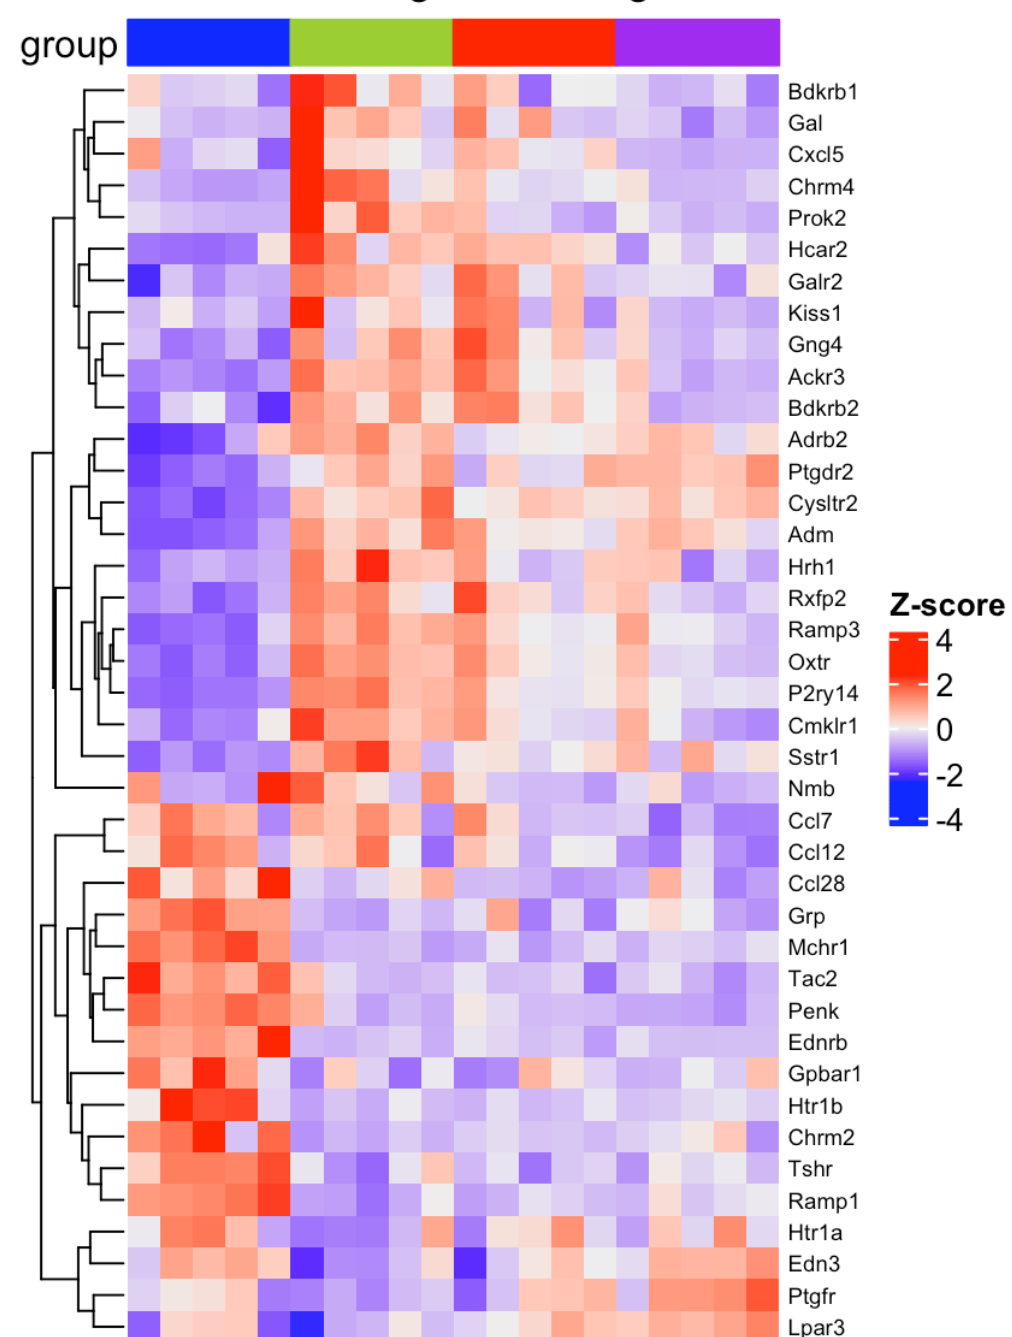

Class A/1 (Rhodopsin-like receptors)

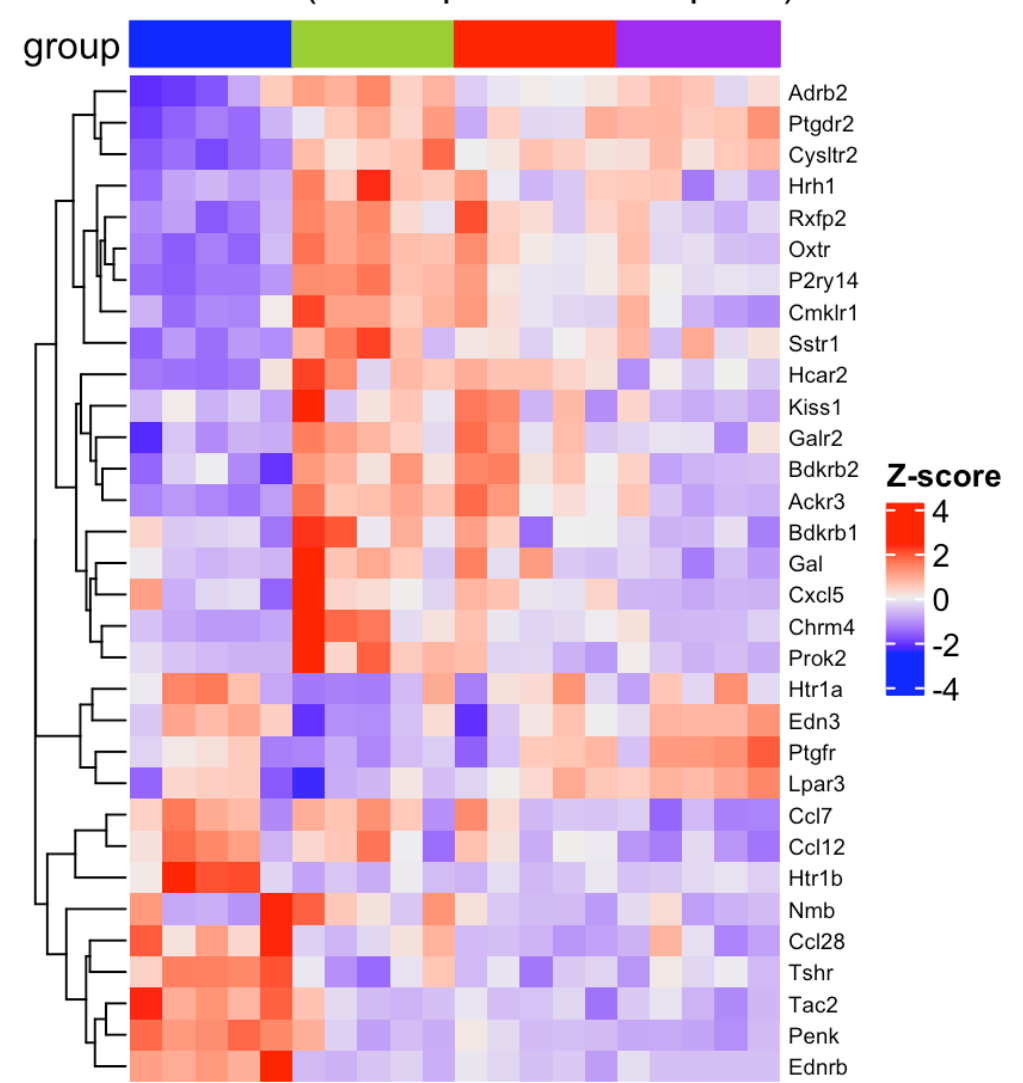

**Supplement:** Supplementary file 6 — Additional file 6: Fig. S4. Relative expression of genes in enriched GO terms. The heatmap shows the relative expression of DEGs in GO terms related to female reproduction and GPCR, including chemokine and growth factor receptors. Ca signaling = Calcium ion transport and calcium signaling pathway.

How the deposited data were processed for this re-analysis (not part of the article)

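Uterine RNA of 20 mice at 18:00 on day 3.5 was measured by RNA-seq, with 5 mice in each of the control, IF, PBMC and PBMC-hCG groups. Condition and replicate number were taken from the sample labels, and doses and times from the paper's methods. The values deposited by the authors are TPM, which according to the paper's methods and the deposited description were made by trimming reads with Trimmomatic, mapping them to mm10 with HISAT2 and assembling transcripts with StringTie. The totals of the libraries were checked and lay between 999989 and 999999, so sequencing depth is unknown and no counting error could be given. No columns were identical.

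Values were transformed to log2(TPM + 0.1). The 18706 genes above 0 TPM in all 20 libraries were tested, as the paper filtered on read counts above 0 in all samples. All 4 groups were fitted together with limma 3.58.1 in R 4.3.3, with a variance trend, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. DEGs had a fold change of at least 2 and a raw p-value under 0.05, as in the paper. The authors normalized counts by TMM and used the exact test of edgeR, which needs counts. Tables were read with data.table 1.17.8 and figures drawn with matplotlib 3.10.9 in Python 3.11.15. Gene positions and types were joined by NCBI gene identifier from the GRCm38 annotation, which matched 18662 of the tested genes.

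The named genes were those that the paper names in its text or labels in Figs. 5a, 5b, 6a, 6b or 6c where a conclusion concerns them, and for the comparisons of IF with control, PBMC-hCG with IF and PBMC-hCG with PBMC the 3 largest rises and 3 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 1 TPM and no overlap between the groups, or a raw p-value under 0.05 where none passed. Gapdh and Rplp0 were added because the paper's PCR was corrected against them. Which of these genes the text gives in full was decided after their values had been seen.

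Gene lists were those labelled in Figs. 4c, 5a, 5b, 6a, 6b, 6c and S4 and the genes named in the text, and lists written from general knowledge for early and late estrogen response, glucocorticoid and progesterone response, cell cycle, interferon response, T, B and NK cells, myeloid cells, red cells, myometrium, epithelium, stroma, adipose tissue, ovary and oviduct, embryo, Y chromosome and reference genes. A list score is the mean over its genes of the log2 values z-scored over the 20 mice. Scores, principal component positions and recovery scores were compared by two-sided exact permutation tests over the 252 arrangements of 5 against 5 mice, and correlations by 100000 permutations. The recovery score projects a mouse onto the difference between control and IF means over 729 genes called from those groups alone.

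The methods were tested on simulated data in which 200 of the 18706 genes had been changed. Of these, 196 passed adjustment with 3 false calls and no call of the wrong sign, and 5.2% of unchanged genes had a raw p-value under 0.05. The noise was normal and independent between genes, while deviations of the real mice are shared by many genes. With deviations drawn from the real mice, 1 simulated unchanged group had 513 DEGs on raw p-values. The error rates of the first simulation thus need not hold for these libraries. Alternatives were other pseudocounts, filters, scalings, thresholds and fits, other IF mice in each comparison, and each mouse left out in turn. Implantation sites, PCR, ELISA and histology were not analysed here.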

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

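The tests of the label, the stage and the lower genes of control replicate 2, and those of the interferon genes, were chosen only after these results had been seen. In 221 measures within groups of 5 mice, the highest or lowest mouse was compared with its nearest neighbor, as a gap divided by the range of the group. The gap exceeded Dixon's critical value of 0.71 in 24, where 11 would be found by chance.

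Control replicate 2 lay far from the other control mice in 7 measures. Its position on PC1 was 16.5 against -43.7 to -30.2 (gap 0.776 of the range), and its scores were -0.736 against 0.167 to 0.43 for decidualization (0.774), -0.231 against -1.44 to -1.13 for interferon genes (0.743), -1.29 against -0.0564 to 0.284 for stroma (0.783) and -1.29 against -0.115 to 0.138 for reference genes (0.823). Stat3 was lower (6.7 against 7.1 to 7.22 on the log2 scale, 0.78) and Ramp3 higher (6.27 against 4.44 to 4.9, 0.745). Its 10 most abundant genes held 10.2% of TPM. A sample from a mouse given RU486 under a wrong label is argued against by a recovery score of 0.615, where the highest of the mice given RU486 was 0.348. Ovary or oviduct tissue cannot be told apart from variation between mice, as the genes went both ways: 3 of 8 were above all other controls (Inha at 15.41 against at most 9.221 TPM, Star at 5.729 against at most 4.878 TPM, and Amh), 3 were at 0 in every control, and Ovgp1, an oviduct gene, and Cyp11a1 lay within the range of the others. Fat tissue may contribute, since 7 of 8 adipose genes were above all other controls (Cfd at 284.4 against at most 21.23 TPM, Fabp4 at 242 and Car3 at 194.1 TPM), yet these genes held 0.0894% of TPM, and dilution by fat cannot explain the 556 genes at least 2-fold lower than in every other control (19 to 99 such genes in the other controls). Another stage of the uterus cannot be told apart from variation between mice, as stage is known only from the plug. The cell cycle score of this mouse was -3.08 against 0.138 to 1.62, with Mki67 at 1.14 against 10.4 to 18.2 TPM and Lif at 0.976 against 3.08 to 22.2 TPM.

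PBMC-hCG replicate 1 lay nearer to the IF mice than the rest of its group in 8 measures: PC2 (-12.6 against 3.7 to 8.43, gap 0.775), the Fig. 4c genes of PBMC-hCG (0.341 against -0.911 to -0.56, 0.72), the genes of Fig. 6a (0.263 against -0.37 to -0.294, 0.881), Fig. 6b (0.389 against -0.62 to -0.377, 0.759) and Fig. 6c (0.48 against -0.963 to -0.612, 0.757), and on the log2 scale Wnt4 (4.55 against 2.65 to 2.98, 0.826), Impa2 (3.91 against 4.4 to 4.59, 0.721) and Ackr3 (6.92 against 5.77 to 6.06, 0.746). These genes are correlated, so the measures are not independent. A weaker response of this mouse to the cells and a technical difference were not tested.

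IF replicate 5 lay apart in the Fig. 4c genes of IF (0.519 against 0.277 to 0.303, gap 0.892), the stroma score (-0.803 against -0.17 to 0.0564, 0.737) and Cxcl14 (8.46 against 7.4 to 7.71, 0.712). IF replicate 3 lay apart in the epithelium score (0.718 against -0.0745 to 0.0161, 0.886), Ihh (3.02 against 5.13 to 5.74, 0.776) and Rplp0 (0.751). The others were IF replicate 2 in muscle contraction (-0.08 against 0.0505 to 0.0983, 0.731), PBMC-hCG replicate 4 in Gata2 (6.28 against 6.15 to 6.18, 0.804) and PBMC replicate 4 in Vnn1 (0.716 against -0.353 to -0.151, 0.811). No explanation was tested for these. In IF replicate 5, the adipose genes Cfd (74.88 TPM), Fabp4 (53.36 TPM) and Car3 (30.3 TPM) had their highest values after control replicate 2. A contribution of fat tissue to that library is thus not excluded.

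A list of 14 interferon-response genes, 3 of which (Isg15, Mx1, Mx2) are in the paper's figures, scored 2.2 higher in PBMC-hCG than in control mice (exact permutation test, p = 0.00794, adjusted 0.0556), with 5 of 5 mice above all controls. IF mice scored 1.09 higher than control mice (exact p = 0.0159) and PBMC mice 0.993 higher (exact p = 0.0317), so part of the difference was present without hCG. PBMC-hCG scored 1.12 above IF (exact p = 0.0317, adjusted 0.0555) and 1.21 above PBMC (exact p = 0.0317, adjusted 0.162), with 3 of 5 mice above all of the other group in each, so neither passes adjustment. Taken singly, all 14 genes were higher in PBMC-hCG than in IF, 9 past adjustment with limma over all genes and 12 adjusted over the list alone. For Mx1 and Mx2, these calls were lost in 6 and 7 of 10 fits with a mouse left out. All 14 genes were also higher in PBMC-hCG than in PBMC, 12 at a raw p-value under 0.05, 0 past adjustment over all genes and 12 adjusted over the list alone. Between PBMC-hCG and PBMC, the mean log2 fold change was 0.21 for T, B and NK cell genes and 0.983 for interferon genes. Both groups received the same number of cells, so RNA of the transferred cells is not excluded by this. The T, B and NK cell score differed by 0.558 between PBMC-hCG and PBMC (exact p = 0.0714, adjusted 0.167). Between PBMC-hCG and control it differed by 0.719 (exact p = 0.0317, adjusted 0.0888). That a single mouse made the interferon difference between PBMC-hCG and PBMC is argued against by 0.877, the lowest mean log2 fold change with a mouse left out. Mx1 and Mx2 are annotated as transcribed pseudogenes with similar sequences, so reads may be shared between them. An interferon response after transfer of the hCG-treated cells is a candidate explanation, found and tested on the same data.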

How the results depend on the processing

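All alternatives counted here were set before the data were examined, and the ratio of mean TPM for the folds of Fig. 6c, with 30 of 30 folds the same, was chosen after seeing the values. Of 147 checks of 19 main results under other settings, 111 were the same, 27 moved, 2 were weaker, 1 stronger and 6 reversed; of 280 with a mouse left out, 260 were the same, 10 moved, 6 weaker, 3 stronger and 1 reversed. The cause was not tested unless given. Results counted as the same could still shift. Overlaps of 203 and 100 genes against 149, and a recovery difference of 0.113 against 0.0587, were counted as the same.

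DEG counts moved with the pseudocount, the filter and the threshold, which by construction change how many genes can pass. In the order IF against control, PBMC against IF, PBMC-hCG against IF, PBMC-hCG against PBMC, PBMC against control and PBMC-hCG against control, a pseudocount of 1 gave 393, 35, 192, 68, 322 and 477 DEGs, all genes above 0 in at least 1 library 1286, 296, 804, 495, 1088 and 1435, and a fold change of at least 1.5 gave 2064, 364, 1773, 748, 1842 and 2775. A pseudocount of 0.01 gave 139 for PBMC against IF. With adjusted p-values 0 DEGs were left for PBMC against IF (1271 genes at a raw p-value under 0.05) and 2 for PBMC-hCG against PBMC. The overlap was 66 with a pseudocount of 1, 260 with all genes above 0 in at least 1 library and 578 at a fold change of at least 1.5. With other IF mice in each comparison, the share toward control was 80.7%.

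The difference in recovery score between PBMC-hCG and PBMC reversed to -0.00398 with all genes above 0 in at least 1 library and to -0.0766 with genes of at least 1 TPM on average. With the latter filter, the PC1 difference was -0.262 SD between PBMC and IF (reversed) and 0.72 SD between PBMC-hCG and IF (weaker), and that of PC2 was 0.952 SD between PBMC-hCG and PBMC (stronger). On the 500 most variable genes, PC2 differences reversed to -0.00868 SD between PBMC-hCG and IF and -0.458 SD between PBMC-hCG and PBMC. In other settings and with a mouse left out, PC1 and PC2 are the leading components that correlated most with the main ones, with signs matched. With all 20 mice, r of Nr3c1 was 0.387 with Msx1 and 0.138 with Oxtr. Of the cytokine genes, 52.2% were below 0.5 TPM and 72.2% below 5 TPM.

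Over the fits that each left out a mouse, DEGs ranged from 679 to 896 for IF against control, 62 (without IF replicate 5) to 148 (without IF replicate 1) for PBMC against IF, 268 (without IF replicate 5) to 680 (without IF replicate 3) for PBMC-hCG against IF, and 105 (without PBMC replicate 5) to 288 (without PBMC-hCG replicate 1) for PBMC-hCG against PBMC. They ranged from 619 to 728 for PBMC against control and from 845 to 1204 for PBMC-hCG against control. The overlap ranged from 89 (without IF replicate 5) to 225 (without IF replicate 3) and the share toward control from 85.1% to 93.0%. The recovery difference ranged from 0.0132 to 0.122. PC1 differences ranged from -0.00680 (without IF replicate 5) to 0.704 SD for PBMC against IF, 0.926 to 1.85 SD for PBMC-hCG against IF and 0.701 to 1.3 SD for PBMC-hCG against PBMC, and PC2 differences from 0.0598 to 0.897 SD, 0.421 to 1.47 SD and 0.138 to 0.942 SD. Pairs of list and comparison with a raw p-value under 0.05 ranged from 34 to 52.

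List scores under other settings were the same in 290 of 295 checks. The progesterone score of PBMC-hCG against IF reversed to -0.0202 without z-scores and the myeloid score to -0.0171 with trimmed mean scaling. With a mouse left out, 525 of 590 were the same. Between IF and control, decidualization ranged from -0.0450 to 0.347 and cell cycle from -0.672 to 0.616, both lowest without control replicate 2, red cells from -0.103 to 0.432 and stroma from -0.387 to 0.0561.

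Named genes were the same in 680 of 711 checks under other settings, 20 being weaker, 8 stronger and 3 reversed: Gata2 to -0.0115 in PBMC-hCG against IF with trimmed mean scaling, and with quantile normalization Rplp0 to -0.00315 in PBMC-hCG against IF and Gapdh to 0.00576 in IF against control. With a mouse left out, 573 of 790 were the same, 201 weaker, 7 stronger and 9 reversed. The ranges of those that reversed were -0.00910 to 1.01 for Ihh and -0.136 to 0.0968 for Gapdh in IF against control, -0.00104 to 0.0791 for Gata2 in PBMC-hCG against IF and -0.389 to 0.165 for Wnt4 in PBMC against IF.

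With replicate number as a block in a paired fit, the DEG counts were 756, 84, 433, 173, 627 and 887 in the order above, and the overlap 149. The numbers were not borne out as pairs: correlations between mice of the same number ranged from -0.0896 to 0.457 for replicate 5, with 3 of 6 above 0.1, and from -0.247 to 0.16 for the others. For list scores, the block leaves a smallest p of 0.0625, so no test was made. For the recovery score, a fit of only the compared groups was not run, as its axis already rests on control and IF mice alone.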

Differences from the paper's values

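A gap is called closed where a value came within a tolerance of the paper's value, not where it reached that value. The size of the tolerance is not stated here, so the counts of differing values are only as firm as it. DEGs higher in PBMC than in IF were about 53 in the paper's Fig. 3a, read by eye, and 29 here. Of the alternatives set before the data were examined, the gap was closed with a pseudocount of 0.01 (71), genes of at least 1 TPM on average (38), and without IF replicate 1 (75), IF replicate 3 (44), PBMC replicate 2 (37), PBMC replicate 4 (38) or PBMC replicate 5 (60), and by none of the others. Overlapping DEGs higher in control and lower in PBMC-hCG were about 14 in the paper's Fig. 3d, read by eye, and 3 here, and a fold change of at least 1.5 (18) alone closed the gap.

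The paper's text presents the values of Fig. 6c as PCR and its legend as RNA-seq, so that 30 of the 46 values compared, and 3 of the 5 that differed, may set different methods side by side. The paper lists PCR primers for Cxcl14, Has1 and Pmepa1, the genes of those 3 values. Folds of control here are differences of log2 means, taken back to the linear scale. In Fig. 6c, read by eye, the paper's fold of control of Cxcl14 in PBMC mice was about 2.1, and here 1.39. It came within the tolerance without control replicate 2 (1.5), control replicate 5 (1.6), PBMC replicate 2 (1.41) or PBMC replicate 4 (1.52), all still below 2.1. The values 1.39 and 1.41 thus lie close together on either side of the tolerance. Has1 in PBMC-hCG mice was about 1.6 in the paper's Fig. 6c, read by eye, and 0.644 here, and none of the alternatives set before the data were examined closed the gap. Pmepa1 in PBMC-hCG mice was about 2.1 in the paper's Fig. 6c, read by eye, and 1.39 here. It came within the tolerance without control replicate 5 (1.46), PBMC-hCG replicate 2 (1.41), PBMC-hCG replicate 3 (1.47) or PBMC-hCG replicate 5 (1.46), all still below 2.1. As ratios of mean TPM, a scale chosen after seeing the values, the folds were 1.33 for Cxcl14, 0.712 for Has1 and 1.43 for Pmepa1, which closed the gap for Pmepa1 alone and opened no other, so that 2 folds of Fig. 6c differed on that scale and 3 on the scale of log2 means. Of 46 values compared, these 5 differed by more than the tolerance with the settings used here.

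The paper's sentence gives the overlap as a larger part of the IF DEGs than the 19.8% found here, where it was 34.5% of the PBMC-hCG DEGs. The paper's own counts, 182 of 869 and of 503, come to 20.9% and 36.2%, close to both, so that the sentence differs and the counts do not. The paper states that Ihh, Gata2, Hand2 and Lif were dysregulated in IF mice, and none passed adjustment here (p of 0.569, 0.361, 0.252 and 0.555 with limma). It states that Msx1 changed in IF mice, which did not pass here (0.117) but did without control replicate 5 (0.00268) and with the replicate block (0.0463). It gives interferon gamma as inhibited in PBMC-hCG against IF mice, and the 14 interferon-response genes scored 1.12 higher here. That difference did not pass adjustment (exact permutation test, p = 0.0317, adjusted 0.0555). The list is one of interferon response in general and not of targets of interferon gamma, so the comparison is indirect. It states a greater improvement with PBMC-hCG than with PBMC, and the recovery scores differed by 0.0587 (exact permutation test, p = 0.278). Other measures pointed the paper's way: a median part reversed of 31.5% against 19.7%, and a Fig. 6a score that differed by -0.438 (exact p = 0.0317, adjusted 0.162). The share of IF DEGs moved toward control did not, at 78.0% against 79.6%. DEGs from IF numbered 432 against 82, but this count measures distance from IF and not nearness to control. Against control, PBMC-hCG mice had 887 DEGs, more than the 754 of IF and the 625 of PBMC mice.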

Other observations

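The simulations of unchanged groups with other IF mice in each comparison, the tests of glucocorticoid genes in mice given RU486 and those of the falls in PBMC-hCG mice were chosen only after the results had been seen. Of the 126 splits of the 10 mice of each comparison, 100 were drawn. As many DEGs as with the real groups, the real split included, were found in 1 of 100 for IF against control, 1 for PBMC against control, 1 for PBMC-hCG against control, 2 for PBMC-hCG against IF, 4 for PBMC-hCG against PBMC and 7 for PBMC against IF, so that for PBMC against IF an arbitrary division of the mice is not excluded, although the 82 DEGs were above the median of 29.5 over the splits. Splits that exchanged IF replicate 3 with PBMC-hCG replicate 1 gave 548 DEGs, more than the 432 of the real groups.

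Sharing of IF libraries as the whole cause of the overlap with PBMC-hCG is argued against, as 3 of 100 simulated unchanged groups had an overlap as large. For the share changed toward control it cannot be told apart from an effect of the treatment. With other IF mice in each comparison, 18 of 100 simulated unchanged groups had a share as high, mostly in overlaps of few genes. Only 1 of 100 also had an overlap as large as the lowest of the data. Each simulated group had 1 random division of the IF mice, while the share of the data was a median over all divisions. Of 2000 further ones, 176 had such an overlap and 58 of these a share as high. An overlap at least as large as the median of the data was found in 42, and 20 of these had such a share. Given an overlap of that size, a share as high thus also arose in simulated groups without the treatment. Their deviations were drawn with replacement over all 20 mice, however, so those of 1 mouse could enter both comparisons. These simulations thus keep some of the dependence that dividing the IF mice was meant to remove, and cannot settle the question.

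For the DEGs of PBMC-hCG against IF, blood left in the tissue is argued against as the whole cause: with the red cell score as a covariate, 2 of 100 splits had as many DEGs, 386 DEGs were found and 308 were shared, although 0 of them passed adjustment against 318 without it. The red cell score differed by -1.39 (exact permutation test, p = 0.0397, adjusted 0.0585). RNA of the transferred cells is argued against for the rises by 0 of 10 T, B and NK cell genes among them (2 at a raw p-value under 0.05), and for the falls by a median log2 fold change of 0.158 of these genes. Different shares of epithelium, stroma and muscle are argued against as the whole cause by median log2 fold changes of at most 0.289 in size and no DEG among their markers. A part is not excluded, since the stroma score differed by 0.535 (exact p = 0.00794, adjusted 0.0247) and the myometrium score by -0.795 (exact p = 0.0397, adjusted 0.0585). GC content and gene length are argued against as the whole cause, as 85% of the DEGs were left once their trends had been removed. Effects of the injection and the medium could not be tested, since no library came from mice given medium without cells.

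Glucocorticoid-response genes scored -0.207 in PBMC-hCG against IF (exact p = 0.214), and whether receptor activity followed Nr3c1 stays open, as the genes went both ways. Against control they differed by -0.701 in IF, -0.731 in PBMC and -0.908 in PBMC-hCG mice (exact p = 0.00794 each). The paper describes RU486 as an antagonist of both receptors, and an action of RU486 on the glucocorticoid receptor cannot be told apart from other effects of the model, since every treated group received it. Restored progesterone signalling with PBMC-hCG cannot be told apart from none by the progesterone score, which differed by 0.161 from IF.

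Of the other lists, the early estrogen genes scored 0.972 higher in IF than in control mice (exact p = 0.00794) and differed by -0.604 between PBMC-hCG and IF (exact p = 0.00794, adjusted 0.0247), and the late ones by 0.593 (exact p = 0.143) and -0.255 (exact p = 0.468). The genes named in the paper's text differed by 0.91 (exact p = 0.00794) and -0.392 (exact p = 0.0159). Between PBMC-hCG and IF, reference genes differed by -0.82 (exact p = 0.0397, adjusted 0.0585), epithelium genes by 0.311 (exact p = 0.198), cell cycle genes by -0.264 (exact p = 0.476), myeloid genes by 0.165 (exact p = 0.516), T, B and NK cell genes by 0.438 (exact p = 0.159) and adipose genes by -0.343 (exact p = 0.683). The 4 Y chromosome genes were listed at 0 in every library, and the highest value was 0.674 TPM among 8 embryo genes and 25.6 TPM among 8 ovary and oviduct genes.

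Mx1 had a log2 fold change of 1.27 (adjusted p = 0.0168 with limma) between IF and control and of 1.44 (0.029) between PBMC-hCG and IF, and Mx2 of 1.00 (0.0469) and 1.23 (0.0349). The calls between PBMC-hCG and IF were lost in 6 and 7 of 10 fits with a mouse left out (at most 0.0995 and 0.116). Between IF and control, the adjusted p was at most 0.0449 for Mx1 in such fits and reached 0.126 for Mx2. Of the reference genes of the paper's PCR, Gapdh differed between PBMC-hCG and IF by -0.28 (adjusted p = 0.166, and 0.0469 without IF replicate 3) and Rplp0 by 0.07 (adjusted p = 0.383).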
